# Patterns of gene expression associated with recovery and injury in heat-stressed rats

**DOI:** 10.1186/1471-2164-15-1058

**Published:** 2014-12-03

**Authors:** Jonathan D Stallings, Danielle L Ippolito, Vineet Rakesh, Christine E Baer, William E Dennis, Bryan G Helwig, David A Jackson, Lisa R Leon, John A Lewis, Jaques Reifman

**Keywords:** Heat stress, Transcriptomics, Proteomics, Systems biology, Protein aggregation

## Abstract

**Background:**

The *in vivo* gene response associated with hyperthermia is poorly understood. Here, we perform a global, multiorgan characterization of the gene response to heat stress using an *in vivo* conscious rat model.

**Results:**

We heated rats until implanted thermal probes indicated a maximal core temperature of 41.8°C (T_c,Max_). We then compared transcriptomic profiles of liver, lung, kidney, and heart tissues harvested from groups of experimental animals at T_c,Max_, 24 hours, and 48 hours after heat stress to time-matched controls kept at an ambient temperature. Cardiac histopathology at 48 hours supported persistent cardiac injury in three out of six animals. Microarray analysis identified 78 differentially expressed genes common to all four organs at T_c,Max_. Self-organizing maps identified gene-specific signatures corresponding to protein-folding disorders in heat-stressed rats with histopathological evidence of cardiac injury at 48 hours. Quantitative proteomics analysis by iTRAQ (isobaric tag for relative and absolute quantitation) demonstrated that differential protein expression most closely matched the transcriptomic profile in heat-injured animals at 48 hours. Calculation of protein supersaturation scores supported an increased propensity of proteins to aggregate for proteins that were found to be changing in abundance at 24 hours and in animals with cardiac injury at 48 hours, suggesting a mechanistic association between protein misfolding and the heat-stress response.

**Conclusions:**

Pathway analyses at both the transcript and protein levels supported catastrophic deficits in energetics and cellular metabolism and activation of the unfolded protein response in heat-stressed rats with histopathological evidence of persistent heat injury, providing the basis for a systems-level physiological model of heat illness and recovery.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-1058) contains supplementary material, which is available to authorized users.

## Background

Heat illness, a continuum of disorders caused by hyperthermia, includes heat cramps, heat exhaustion, heat injury, and heat stroke [1–3]. Hyperthermia occurs when the body’s core temperature exceeds its hypothalamic set point as a result of overwhelming external or internal sources of heat or the effects of drugs or disease which impair heat dissipation [1–3]. Without adequate fluid replacement, dehydration and loss of blood volume lead to circulatory collapse, severe hyperthermia, and eventually heat stroke, defined as neurological dysfunction associated with a body temperature higher than 40°C (104°F) in humans [3–5].

Sudden death related to heat stroke occurs primarily in individuals with pre-existing cardiac abnormalities, organ failure secondary to rhabdomyolysis, or acute onset of organ failure [6]. Systemic inflammatory response syndrome (SIRS) is considered to be the primary cause of organ dysfunction related to heat stroke [3, 7, 8], resulting in severe encephalopathy, rhabdomyolysis, acute renal failure, acute respiratory distress syndrome, myocardial injury, hepatocellular injury, intestinal ischemia, pancreatic injury, and hemorrhagic complications [3]. SIRS may also be complicated by endotoxemia and/or disseminated intravascular coagulation through leakage of the gut epithelium [8] and/or damage to the vascular endothelium [9], respectively (particularly exertional heat stroke). Thus, multiorgan dysfunction syndrome is the primary reason for heat-related morbidity and mortality.

At the cellular and molecular levels, severe hyperthermia causes acidosis, hypoxia, and cellular fatigue. Thermal stress leads to an increased expression of heat shock proteins (HSPs) associated with thermotolerance [10–13]. The cellular response extends beyond HSPs to include networks of gene changes in organs and peripheral blood mononuclear cells after whole-body hyperthermia [14] or heat stroke [15]. Moran and colleagues [10] describe at least three components of a time-dependent cascade of events related to the heat-stress response: *1*) the involvement of HSPs, *2*) a response that involves interferon-inducible genes (e.g., cytokines), and *3*) a small, nonspecific stress response shared by other cell lines and stressors [11]. Heat stress–induced molecular perturbations are also a likely contributing factor [10, 15–19] to altered heat intolerance [11].

Recently, we described an anatomically accurate, three-dimensional rat model of thermoregulation during heat stress [20], in which rats were placed at 37°C until their core temperature reached 41.8°C (T_c,Max_); they were then allowed to recover. Here, we perform a global characterization of the heat-stress–induced gene response in liver, lung, kidney, and heart tissues at T_c,Max_, and during recovery at 24 hours and 48 hours. Previous studies examined transcriptional alterations related to heat stress in various mammalian models and tissues [10, 11, 15, 17–19, 21, 22]. In this study, we use a whole transcript, gene array approach, which avoids issues related to 3’ bias, genes which lack poly-A tails, and confounders related to isoform variation [23]. We present a pathway analysis to establish the regulatory framework of heat stress in our conscious rat model. Within this framework, we examine the consensus heat-stress response (cHSR) found in all four organs, and discuss genes not previously linked to *in vivo* heat stress. Finally, we identify changes in gene and protein expression in the heart which are anchored to histological evidence of organ injury, and we propose that mitochondrial dysfunction and injury pathways are involved in the observed cardiomyopathy.

## Results and discussion

To induce the pathophysiological effects of heat stress, we placed conscious rats in an incubator at 37°C and monitored their core temperatures using remote telemetry implants (Figure 1A; see also Rakesh *et al.* [20]). Animals were euthanized when their core temperature reached 41.8°C (T_c,Max_), or they were returned to their normal housing environment and allowed to recover for up to 48 hours prior to sacrifice. We characterized the response of the animals to heat stress using a standard panel of hematological and clinical chemistry assays, as well as a histopathological evaluation of the liver, heart, kidney, and lung. In the context of these well-established assays, we also analyzed global changes in gene expression in the four tissues using microarrays and performed a “shotgun” proteomic analysis of cardiac tissue using mass spectrometry. This approach allowed us to link changes in gene and protein expression to tissue injury, the animals’ physiological state, and their overall health (Figure 1B).

**Figure 1:**
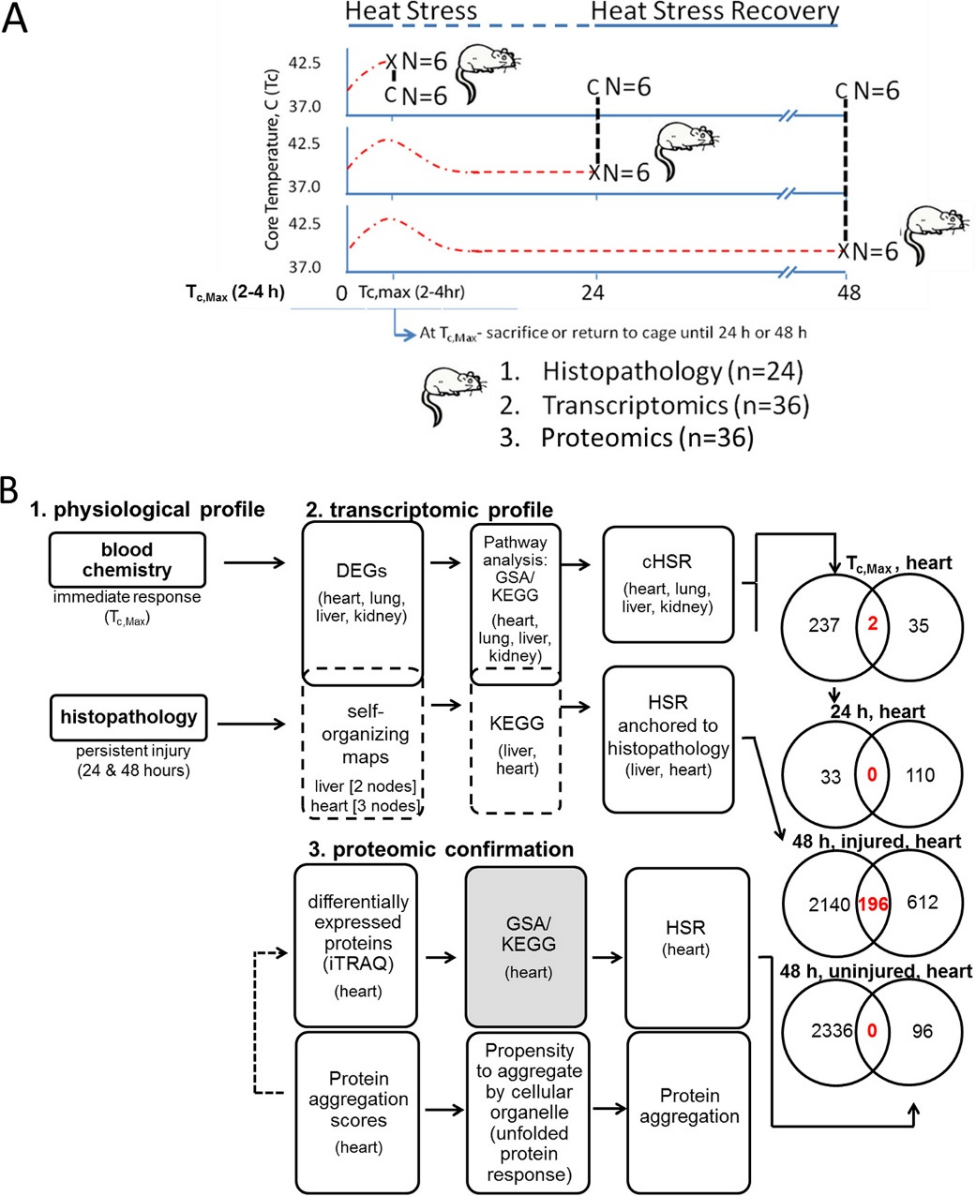
**Heat stress experimental design. (A)** Core temperature (Tc) was monitored by telemetry probe in real time in heated rats [X] or time-matched controls [C], and animals were sacrificed at Tc,Max (41.8°C), 24 hours, or 48 hours. Tissues were preserved for histopathology, transcriptomics, and proteomics. **(B)** Blood chemistries and histopathology were evaluated. Differential gene expression, gene set analysis, and KEGG enrichment were examined in all organs at Tc,Max to characterize the consensus gene response to heat stress. Self-organizing maps were constructed to identify genes that clustered in individual responders. We evaluated proteomic changes in the heart at Tc,Max, 24 hours, and 48 hours. Animals in the 48-hour cohort were subdivided by histopathology (injured and uninjured). Venn diagrams indicate the numbers of genes (left) and proteins (right) identified in each respective analysis. Red text denotes statistically significant changes in the same genes and proteins.

### Physiological profiles

Complete blood count and concomitant decrease in body weight were significantly different between heat-stressed animals and time-matched control animals only at T_c,Max_ (Additional file 1: Table S1). Further, blood urea nitrogen (BUN), a measure of kidney function, was significantly higher in heat-stressed animals, consistent with dehydration and/or kidney function impairment (Additional file 1: Table S1). As expected, no animals demonstrated significant heat-related histopathological changes at T_c,Max_ (Additional file 2: Table S2). The incidence and severity of lesions, such as cardiomyopathy and chronic progressive nephropathy, were generally minimal and consistent with the normal background lesions found in rats at 2–3 months of age (Additional file 2: Table S2).

Animals sacrificed at 24 hours demonstrated background lesions which were minimal in severity and not considered related to heat exposure (Additional file 3: Table S3). In one animal, we found diffuse, acute tubular necrosis in the kidney (Additional file 4, Figure S1A, B) and acute necrosis in the liver, mostly affecting hepatocytes in the periportal regions (Additional file 4: Figure S1C, D). Similar lesions did not occur in any other animal at any other sacrifice time point.

Although we found essentially no evidence of physiological or histopathological changes related to heat stress at 24 hours, we observed substantial cardiac injury in three out of the six animals sacrificed at 48 hours (Additional file 5: Table S4). All treated animals (and one control) had degeneration of cardiomyocytes with subacute inflammation consisting of mostly macrophages. This type of lesion is common in Fisher 344 rats (Figure 2A and B, time-matched controls), but the pattern of injury and severity of the degeneration and inflammation observed at the 48-hour time point suggested treatment-related tissue injury rather than an incidental, strain-related cardiomyopathy (Figures 2C and D). Extensive tissue damage often leads to kidney proteinosis similar to that observed in the animals most severely affected by cardiac inflammation (Additional file 5: Table S4). Thus, while the physiological parameters at T_c,Max_ suggest that the animals had undergone heat-related dehydration, the development of tissue injury appeared to be a delayed process. No injury was evident at 24 hours, but there was clear, persistent, heat-induced cardiac damage in some animals at 48 hours.

**Figure 2:**
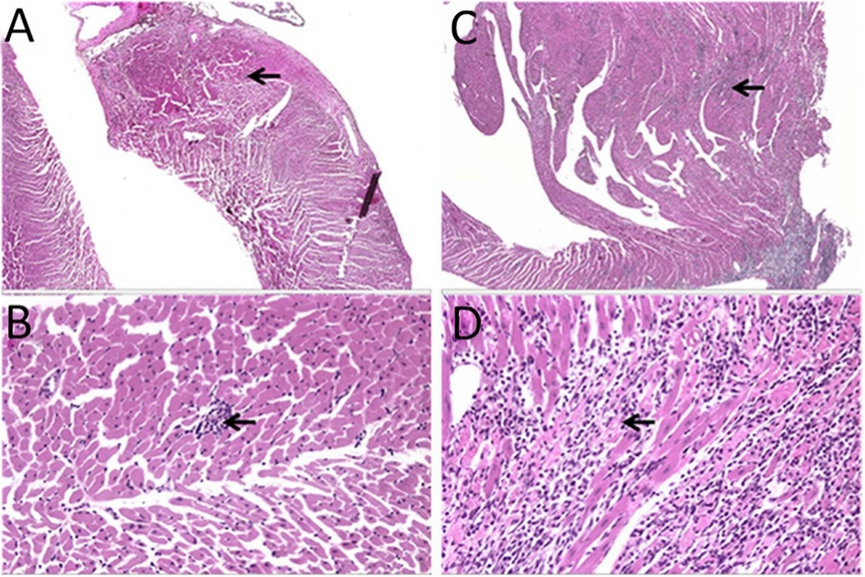
**Histopathological evidence of cardiomyopathy and inflammation around cardiomyofibers at 48 hours in heat**-**stressed rats** (**hematoxylin and eosin staining).** Minimal cardiomyopathy in unheated control rats is observed at **(A)** 20× and **(B)** 200× magnification. Arrows represent focal areas of cardiomyopathy with few macrophages and rare neutrophils. **(C)** Cardiac sections from heat-stressed animals show moderate inflammatory infiltrate (arrows) at 48 hours (20× magnification). **(D)** Inflammation separates and surrounds the cardiomyofibers with occasional degenerative cardiomyofibers (200× magnification).

### The consensus heat-stress response: pathway analysis of the transcriptome at T_c,Max_

In order to elucidate the biological events related to heat stress at the molecular level, after heat exposure we identified genes which were differentially expressed in the heart, lung, liver, and kidney using Partek® Genomics Suite software (version 6.3 Copyright © 2008 Partek Inc., St. Louis, MO, US) (Additional file 6: Table S5), and we performed a functional enrichment analysis of the genes using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [24, 25]. 

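The expression data come from 140 Affymetrix Rat Gene ST arrays, 35 of heart, 34 of liver, 36 of kidney and 35 of lung. Heated male Fischer 344 rats were killed at T_c,Max_, when the core temperature had reached 41.8°C in an incubator at 37°C, or after 24 h or 48 h of recovery, beside unheated controls of the same times. Each group of heated or control rats holds 6 arrays of an organ, except 5 for heated hearts at T_c,Max_, 5 for each liver group at 48 h and 5 for heated lungs at 48 h. The deposited values are iterPLIER intensities for 29214 transcript IDs, made by the authors for each organ apart, on a linear scale and without the offset of 16 that their methods add later. Array medians lay between 37.6 and 50.9 in heart, 37.2 and 47.0 in liver, 38.0 and 57.1 in kidney, and 55.2 and 70.4 in lung. The number of arrays limits the precision of each difference. From there, log2(intensity + 16) was taken and the 14607 IDs (50%) with the larger SD in each organ were tested. Heated rats were compared with their time-matched controls in limma, with all 6 groups of an organ in the fit, and an ID was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Differences are log2 values, heated minus control, given ± the standard error (SE) of the fit. At T_c,Max_, 236 IDs rose and 53 fell in heart, 358 rose and 238 fell in liver, 229 rose and 38 fell in kidney, and 258 rose and 92 fell in lung. Of these, 50 in heart, 68 in liver, 49 in kidney and 30 in lung are not in the lists of Table S5. Only 4, 3, 8 and 1 of them in that order carry a gene symbol. The balance turns in liver and lung when no fold minimum is set (1684 rose and 2833 fell in liver, 1457 and 1749 in lung), and in liver with an offset of 1 (557 and 724). Of the IDs, 18644 carry a single gene symbol in the platform's annotation, 962 carry several genes and get no name from it, and 148 IDs without a single gene there take the symbol of Table S5. The gene lists (50 pathways and cell types, with 916 of their 1036 genes matched to an ID) and the tests of these passages were chosen before the data were examined, except the tests without heated replicate 4 of the 48 h hearts and the node means with 1 array left out, which were chosen after the values were seen. The paper's results from these arrays were known by then, so lists that follow its themes are not independent of these data. A gene given for some organs may also have passed in an organ not named beside it. A list's shift was tested with camera of limma, 1 ID per gene, adjusted over 600 tests of 50 lists in 12 comparisons. At camera's preset correlation between genes 169 of the 600 tests passed, and 17 passed with an estimated correlation. The organs come from the same rats, so the 4 comparisons at T_c,Max_ are not independent.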

Gene set analyses were conducted in Partek to determine the top enriched gene ontology (GO) terms for each condition (Additional file 7: Table S6). At T_c,Max_, 467 unique biological processes (BPs), cellular components (CCs), and molecular functions (MFs) were enriched across all organs, of which only 25 were common to all four organs, and 156 were common at least to two organs. Using DAVID, we also determined enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Additional file 8: Table S7). 

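Genes of protein folding rose in each organ at T_c,Max_. Of the tested genes for cytosolic heat shock proteins and their cochaperones, 16 of 31 rose in heart, 19 of 31 in liver, 19 of 27 in kidney and 22 of 32 in lung (the same counts adjusted over the list alone). The list's shift had an adjusted p of 2.01e-57, 3.57e-34, 1.28e-53 and 1.20e-46 from camera of limma in that order of organs, and adjusted p = 8.66e-05, 0.00647, 1.51e-07 and 7.69e-05 with an estimated correlation. Genes of the unfolded protein response of the endoplasmic reticulum also rose, 3 of 23 in heart, 7 of 18 in liver, 9 of 19 in kidney and 7 of 20 in lung (the same counts adjusted over the list alone). Chac1, an enzyme that degrades glutathione and a target of that response, rose by 3.51 ± 0.337 in liver, 1.49 ± 0.267 in kidney and 2.18 ± 0.162 in lung, and Herpud1, which serves the disposal of misfolded proteins, by 1.57 ± 0.0922 in kidney and 1.33 ± 0.127 in lung. The shift of this list had an adjusted p of 2.01e-17 in heart, 1.18e-10 in liver, 4.11e-28 in kidney and 2.89e-21 in lung from camera of limma, and adjusted p = 0.0804, 0.335, 0.00114 and 0.0244 with an estimated correlation. The chaperonin that folds actin and tubulin gave smaller shifts, with medians over its 8 genes of 0.54 in heart, 0.60 in liver, 0.60 in kidney and 0.90 in lung. In lung 3 of its 8 tested genes rose (also 3 adjusted over the list alone), among them Cct6a by 1.09 ± 0.101 and Cct7 by 1.06 ± 0.0862. In the other organs the rises stayed under 2-fold, for 1 of 1 tested gene in heart, 8 of 8 in liver and 6 of 6 in kidney. Its shift had an adjusted p of 4.62e-13, 2.15e-08, 1.68e-16 and 6.87e-18 in heart, liver, kidney and lung from camera of limma, and adjusted p = 0.0166, 0.309, 0.00139 and 0.00126 with an estimated correlation.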

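Genes of the cytokine and NF-kB response rose in part. In liver 7 of 22 tested genes rose (also 7 adjusted over the list alone), with the neutrophil-attracting chemokine Cxcl1 at 2.48 ± 0.525, Socs3, which restrains cytokine signalling, at 1.71 ± 0.277 and interleukin Il1a at 1.24 ± 0.137. In lung 5 of 27 rose (5 adjusted over the list alone), among them Socs3 by 1.63 ± 0.161, Il1a by 1.29 ± 0.163 and Ptgs2, the inducible cyclooxygenase, by 1.30 ± 0.238. In kidney 2 of 19 rose (2 adjusted over the list alone), with Ptgs2 at 1.71 ± 0.218, and in heart 2 of 27 (3 adjusted over the list alone), with the NF-kB subunit Rel at 1.17 ± 0.135. The list's shift had an adjusted p of 0.0400 in heart, 0.00170 in liver, 0.0499 in kidney and 0.146 in lung from camera of limma, and adjusted p = 0.873, 0.244, 0.634 and 0.889 with an estimated correlation. Interferon-response genes lay lower, with medians of −0.26, −0.31, −0.31 and −0.44 in heart, liver, kidney and lung (adjusted p = 8.91e-05, 0.0337, 0.0140 and 3.37e-06 from camera of limma; adjusted p = 0.669, 0.854, 0.858 and 0.562 with an estimated correlation). In lung 2 of 18 fell (also 2 adjusted over the list alone), with the antiviral gene Rsad2 at −1.32 ± 0.252, and 14 fell when no minimum fold was set.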

The differentially expressed genes (DEGs) from all four organs were enriched for functional terms related to protein folding and/or response to unfolded protein, regulation of apoptotic process, and the response to lipopolysaccharide (LPS)/cytokine in the gene set enrichment analysis. 

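Immediate early genes, which encode transcription factors and other first responders to stress kinases, rose in each organ at T_c,Max_: 18 of 32 tested in heart, 13 of 29 in liver, 12 of 27 in kidney and 9 of 27 in lung (the same counts adjusted over the list alone). Fos, a subunit of the AP-1 transcription factor, rose by 4.64 ± 0.348 in heart, 3.28 ± 0.201 in liver, 1.82 ± 0.276 in kidney and 2.05 ± 0.254 in lung (n = 6 heated and 6 control rats, 5 heated in heart). Its partner Jun rose by 2.75 ± 0.163 in heart, 3.65 ± 0.261 in liver, 3.07 ± 0.161 in kidney and 1.99 ± 0.152 in lung. The nuclear receptor Nr4a3 rose by 4.14 ± 0.256 in heart, 2.11 ± 0.181 in liver, 3.14 ± 0.135 in kidney and 2.87 ± 0.194 in lung, and Ccn1 (Cyr61), a matrix signalling protein, by 3.67 ± 0.268 in heart, 2.90 ± 0.298 in liver, 3.25 ± 0.184 in kidney and 2.06 ± 0.205 in lung. The list's median was 1.47 in heart, 0.51 in liver, 0.54 in kidney and 0.34 in lung. Its shift had an adjusted p of 1.46e-62, 4.01e-13, 2.80e-23 and 1.96e-10 from camera of limma in that order, and adjusted p = 0.000188, 0.00647, 0.00244 and 0.101 with an estimated correlation. Among the phosphatases and other regulators of MAPK signalling, the numbers that rose were 3 of 16 in heart, 4 of 17 in liver, 4 of 13 in kidney and 3 of 14 in lung (the same counts adjusted over the list alone). The MAPK phosphatase Dusp1 rose by 1.55 ± 0.196 in heart, 1.05 ± 0.240 in liver, 1.81 ± 0.203 in kidney and 2.08 ± 0.127 in lung (in liver under 2-fold with quantile normalization and without control replicate 2 (0.86) or heated replicate 5 (0.98)), and Dusp6 by 1.41 ± 0.293 in liver and 1.20 ± 0.127 in kidney. Errfi1, an inhibitor of the EGF receptor, rose by 2.02 ± 0.250 in heart and 1.61 ± 0.252 in kidney. The shift of this list had an adjusted p of 0.00478, 0.00594, 0.000203 and 0.0109 in heart, liver, kidney and lung from camera of limma, and adjusted p = 0.417, 0.309, 0.0267 and 0.562 with an estimated correlation.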

There was also a set of stress and transcriptional responses associated with the mitogen-associated protein kinase (MAPK) KEGG pathway (Table 1).

**Table 1:** **Gene set and KEGG enrichment analysis of the consensus heat-stress response at T**_**c,Max**_

Function ^*^	Transcript ID	Type ^*^	Heart ES	Liver ES	Kidney ES	Lung ES
**Protein folding/unfolding response**						
Protein folding	6457	BP	23.5	10.9	13.3	39.8
Unfolded protein binding	51082	MF	14.4	12.0	16.0	32.7
Heat-shock protein binding	31072	MF	13.4	5.8	7.3	15.9
Response to heat	9408	BP	9.3	15.2	10.7	13.6
Chaperone binding	51087	MF	7.6	8.6	12.7	8.5
Response to unfolded protein	6986	BP	7.3	14.9	19.9	19.1
**Response to apoptosis**						
Positive regulation of apoptotic process	43065	BP	11.8	12.3	9.3	12.5
Negative regulation of neuron apoptotic process	43524	BP	7.9	8.3	7.5	7.7
**Response to LPS/cytokines**						
Response to lipopolysaccharide	32496	BP	5.7	10.1	3.2	11.1
Response to cytokine stimulus	34097	BP	4.8	6.2	4.5	15.5
**Transcriptional Response/Other**						
RNA polymerase II core promoter proximal region sequence-specific DNA binding transcription factor activity involved in positive regulation of transcription	1077	MF	15.4	6.6	10.5	6.1
Response to cAMP	51591	BP	10.7	3.1	5.5	4.8
Double-stranded DNA binding	3690	MF	8.4	7.0	8.5	7.8
Response to mechanical stimulus	9612	BP	8.3	5.6	5.1	4.6
Response to hydrogen peroxide	42542	BP	7.9	6.6	8.1	5.9
Transcription factor complex	5667	CC	7.5	4.8	5.6	5.0
Positive regulation of smooth muscle cell proliferation	48661	BP	6.2	3.6	6.1	4.9
Response to glucocorticoid stimulus	51384	BP	5.8	11.5	4.8	3.9
Negative regulation of transcription from RNA polymerase II promoter	122	BP	5.8	6.0	7.0	4.8
Response to hypoxia	1666	BP	5.5	8.4	7.8	12.3
Response to estrogen stimulus	43627	BP	5.5	5.9	8.1	4.7
Cell surface	9986	CC	5.1	7.0	4.8	6.7
Positive regulation of angiogenesis	45766	BP	4.8	6.6	8.7	10.8
Response to light stimulus	9416	BP	3.8	7.6	10.4	6.0
Response to drug	42493	BP	3.7	7.8	6.9	3.2
**MAPK Pathway**	rno04010	KEGG	5.0	2.8	5.3	3.3

^*^GO terms significantly enriched in liver, kidney, heart, and lung (25 common to all organs out of 467 enriched terms at T_c,Max_). BP, biological processes; cAMP, cyclic adenosine monophosphate; CC, cellular components; ES, enrichment score; KEGG, Kyoto Encyclopedia of Genes and Genomes pathway; LPS, lipopolysaccharide; MAPK, mitogen-associated protein kinase; MF, molecular functions; T_c,Max_, maximum core temperature.

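In heated rats at T_c,Max_, 91 transcript IDs rose in heart, liver, kidney and lung alike, and 78 of them carry the consensus mark of Table S5. The other 13 have no gene symbol. Their ID numbers, 10700068 to 10701478, form a block below those of all the 78. What these 13 measure was not determined, so they do not enlarge the set of known heat-response genes. Bag3, a cochaperone that links the Hsp70 chaperones to autophagy, rose by 2.38 ± 0.216 in heart, 4.00 ± 0.161 in liver, 3.04 ± 0.145 in kidney and 3.51 ± 0.127 in lung (n = 6 heated and 6 control rats, 5 heated in heart). Hmox1, the inducible haem oxygenase, rose by 3.46 ± 0.427 in heart, 2.95 ± 0.246 in liver, 3.85 ± 0.218 in kidney and 3.02 ± 0.310 in lung. The nuclear receptor Nr4a1 rose by 3.39 ± 0.239 in heart, 2.58 ± 0.196 in liver, 2.03 ± 0.154 in kidney and 1.26 ± 0.200 in lung. Tsc22d3, a glucocorticoid-induced leucine zipper protein, rose by 1.34 ± 0.199 in heart, 2.43 ± 0.233 in liver, 1.96 ± 0.211 in kidney and 2.16 ± 0.220 in lung, and P4ha1, a collagen prolyl hydroxylase, by 2.31 ± 0.198 in heart, 2.80 ± 0.159 in liver, 2.46 ± 0.139 in kidney and 2.13 ± 0.112 in lung. Stip1, which hands client proteins from the Hsp70 to the Hsp90 chaperones, rose by 1.53 ± 0.140 in heart, 1.88 ± 0.156 in liver, 1.88 ± 0.0978 in kidney and 2.51 ± 0.104 in lung, and Jmjd6, a nuclear hydroxylase, by 1.73 ± 0.149 in heart, 1.58 ± 0.150 in liver, 1.40 ± 0.109 in kidney and 1.72 ± 0.0908 in lung. Zbtb16, a zinc finger repressor induced by glucocorticoids, rose by 1.90 ± 0.292 in heart, 1.57 ± 0.293 in liver, 2.37 ± 0.295 in kidney and 2.77 ± 0.336 in lung, and Nfil3, a repressor tied to the circadian clock, by 1.20 ± 0.164 in heart, 1.46 ± 0.201 in liver, 2.08 ± 0.233 in kidney and 1.37 ± 0.149 in lung. Each of these adjusted p values from limma was under the threshold in each organ. All 4 organs tested 5659 IDs in common, and independent lists of the same sizes would share 0.013 IDs. The organs come from the same rats, so this number is only a reference. Among the IDs called in at least 1 organ (948), 349 rose in exactly 1 organ, 97 in exactly 2 and 58 in exactly 3. Leaving out any single array of these groups left between 86 and 96 IDs called in the same direction in all organs.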

At T_c,Max_, we identified 78 differentially expressed transcripts in all four organs (Additional file 6: Table S5), comprising a cHSR. We examined the cHSR further with DAVID tools and found that 51 nonredundant transcript identifiers (IDs) were identified in 11 functional annotation clusters (Additional file 9: Table S8). The most significantly enriched terms in the dataset were then subcategorized as “protein folding” (PF) and “regulation of apoptosis” (RA) (Table 2). Twenty-seven transcripts were not functionally clustered by DAVID (Additional file 6: Table S5), but literature supports the roles related to PF [26–34] and/or RA [35, 36] in 14 of the 27 (Additional file 6: Table S5). The remaining 13 transcripts had unknown functions or were related to inflammation or other biological processes [37–41] (Additional file 6: Table S5).

**Table 2:** **Consensus genes functionally clustered to “protein folding” and “regulation of apoptosis” at T**_c,Max_^*^

			Fold change from control (unheated)			
Transcript iD	Gene symbol	Functional process	Heart	Liver	Kidney	Lung
0810295	*Dnajb1*	PF	24.1	17.1	9.7	10.5
10756343	*Hsph1*	PF	14.8	12.4	11.6	15.7
10819787	*Dnajb4*	PF	4.5	6.3	3.5	3.7
10923050	*LOC501135*	PF	3.1	3.4	2.8	2.0
10939480	*Morc4*	PF	2.4	2.3	2.1	2.7
10869047	*Hspa8*	PF	2.2	3.4	2.1	2.9
10774470	*Hspa8*	PF	2.2	2.4	2.1	2.6
10927699	*LOC363224*	PF	2.1	2.9	2.7	3.1
10816048	*N5*	PF	2.1	2.3	2.1	2.6
10828154	*Hspa1b*	PF/RA	80.0	209.2	50.2	67.2
10886031	*Fos*	PF/RA	24.9	9.7	3.5	4.1
10827231	*Cyr61*	PF/RA	12.8	7.5	9.5	4.2
10806122	*Hmox1*	PF/RA	11.0	7.7	14.4	8.1
10878112	*Jun*	PF/RA	6.7	12.5	8.4	4.0
10868289	*Dnaja1*	PF/RA	6.7	2.6	3.6	5.5
10937318	*Hsp90aa1*	PF/RA	6.3	4.4	3.0	4.7
10892184	*Hsp90aa1*	PF/RA	6.0	6.5	5.9	5.0
10845384	*Nr4a2*	PF/RA	5.1	2.6	2.1	2.0
10723884	*Serpinh1*	PF/RA	3.4	4.3	6.0	3.4
10721865	*Ppp1r15a*	PF/RA	3.2	3.5	2.8	2.6
10910084	*Dnaja4*	PF/RA	2.9	25.2	4.7	4.7
10776667	*Hspd1*	PF/RA	2.6	3.1	2.3	6.1
10928154	*Hspd1*	PF/RA	2.3	3.6	2.4	6.9
10865855	*Fkbp4*	PF/RA	2.2	2.2	4.0	6.1
10895861	*Ddit3*	PF/RA	2.1	3.1	3.6	2.8
10770710	*Atf3*	RA	54.8	45.8	20.0	6.1
10868940	*Nr4a3*	RA	17.6	4.3	8.8	7.3
10761047	*Serpine1*	RA	12.3	2.4	4.8	6.0
10899387	*Nr4a1*	RA	10.5	6.0	4.1	2.4
10757082	*Zfand2a*	RA	8.1	27.8	7.7	6.9
10761128	*Hspb1*	RA	6.5	52.8	20.6	11.2
10711401	*Bag3*	RA	5.2	16.0	8.2	11.4
10931308	*P4ha1*	RA	5.0	7.0	5.5	4.4
10933015	*MGC95208*	RA	4.7	2.8	2.3	3.4
10769131	*Cacybp*	RA	4.6	3.6	3.1	6.7
10752650	*MGC95208*	RA	4.5	2.8	2.3	3.4
10940689	*Ifrd1*	RA	4.2	6.4	4.0	2.5
10917116	*Zbtb16*	RA	3.7	3.0	5.2	6.8
10749352	*Jmjd6*	RA	3.3	3.0	2.6	3.3
10732652	*Dusp1*	RA	2.9	2.1	3.5	4.2
10728361	*Stip1*	RA	2.9	3.7	3.7	5.7
10842469	*Cebpb*	RA	2.9	2.4	2.4	2.0
10940529	*Cebpd*	RA	2.7	2.5	2.9	3.4
10764643	*Trmt1l*	RA	2.5	3.2	2.2	3.1
10939516	*Tsc22d3*	RA	2.5	5.4	3.9	4.5
10702309	*Tbpl1*	RA	2.5	2.3	2.3	2.4
10758134	*Ubb*	RA	2.5	2.9	3.0	3.8
10794225	*Nfil3*	RA	2.3	2.8	4.2	2.6
10778763	*Rel*	RA	2.2	2.9	2.1	2.1
10861560	*N5*	RA	2.1	3.1	2.3	2.7
10795616	*Crem*	RA	2.0	2.4	2.5	2.9

^*^PF, protein folding; RA, regulation of apoptosis; T_c,Max_, maximum core temperature.

The unfolded protein response is activated in response to the accumulation of unfolded or misfolded proteins in the lumen of the endoplasmic reticulum (ER). Once activated, global protein translation is halted and chaperones (e.g., HSPs) are produced to manage protein folding. If the unfolded protein response fails, a cellular alarm response occurs, leading to autophagy and recovery [42–48] or apoptosis [49] and/or cytolysis [50]. At the molecular level, imbalance of the proteostasis network results in a cascade of responses to cellular stressors, involving molecular chaperones, clearance mechanisms, detoxifying enzymes, and an accumulation of misfolded aggregation-prone and proteotoxic species, which can lead to cell-specific dysfunction [50, 51]. The heat shock factor 1 (*Hsf1*) cycle can be initiated by proteotoxic stress, ultimately leading to the expression of heat shock proteins [10, 15], however, less is known about how heat stress, proteostasis networks, apoptosis, and autophagy contribute to organ-specific injury. In the heart, aberrant folding and unfolded protein response signaling lead to a number of pathologies, including myocardial ischemia, cardiac hypertrophy, and heart failure [52, 53]. Thus, the enriched pathways in protein folding and unfolded protein response at T_c,Max_ may point toward a global imbalance of the proteostasis network [50].

### The consensus heat stress response: differential gene expression in protein folding and regulation of apoptosis pathways at T_c,Max_

The environmentally induced heat shock transcripts and heat-stress–related transcripts enriched in PF and RA displayed the largest fold changes in heat-stressed animals relative to controls at T_c,Max_ (Table 2). 

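In heart, the largest rise among all tested IDs was that of an Hspa1b transcript, and Atf3, Fos and Dnajb1, an Hsp40 that delivers clients to the Hsp70 chaperones, were the next genes. Dnajb1 rose there by 4.59 ± 0.148 (adjusted p = 5.21e-23 from limma, n = 5 heated and 6 control rats). Otud1, a deubiquitinase outside the consensus, rose by 4.27 ± 0.163 in heart. In liver, Dnaja4 (ID 10910084), another Hsp40, rose by 4.66 ± 0.200, the microRNA gene Mir207 by 4.71 ± 0.252 and the inositol transporter Slc5a3 by 4.28 ± 0.216. Dnajb1 rose by 4.10 ± 0.167 in liver, 3.28 ± 0.149 in kidney and 3.39 ± 0.126 in lung, and Hsph1, an Hsp110 that exchanges the nucleotide of Hsp70, by 3.89 ± 0.162 in heart, 3.63 ± 0.208 in liver, 3.54 ± 0.190 in kidney and 3.97 ± 0.175 in lung. The falls were smaller. In heart Aplnr, the receptor of apelin (−2.06 ± 0.294), Gimap7, a lymphocyte GTPase (−1.56 ± 0.252), and the endothelial transcription factor Sox18 (−1.42 ± 0.209) fell. In liver the gene of the hepatocyte microRNA Mir122 fell by 3.23 (SE 0.304, adjusted p = 1.22e-10 from limma, n = 6 and 6 rats), and the histone genes H4c14 (−2.55 ± 0.183) and H2ac21 (−2.48 ± 0.163) fell as well. In kidney Tmem125 (−1.85 ± 0.170), the fractalkine receptor Cx3cr1 (−1.65 ± 0.211) and the cold-inducible RNA-binding protein Cirbp (−1.35 ± 0.135) fell. In lung Rnase17 (ID 10786115, −2.42 ± 0.222), the ficolin Fcnb (−2.24 ± 0.288), Aplnr (−1.89 ± 0.177), Cirbp (−1.82 ± 0.152) and Cx3cr1 (−1.63 ± 0.174) fell. For each of these genes, every heated array lay beyond every control array of its organ. From the enrichment of protein folding and unfolded protein terms at T_c,Max_, the paper sees a possible imbalance of the network that keeps proteins folded.

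**Figure D1:**
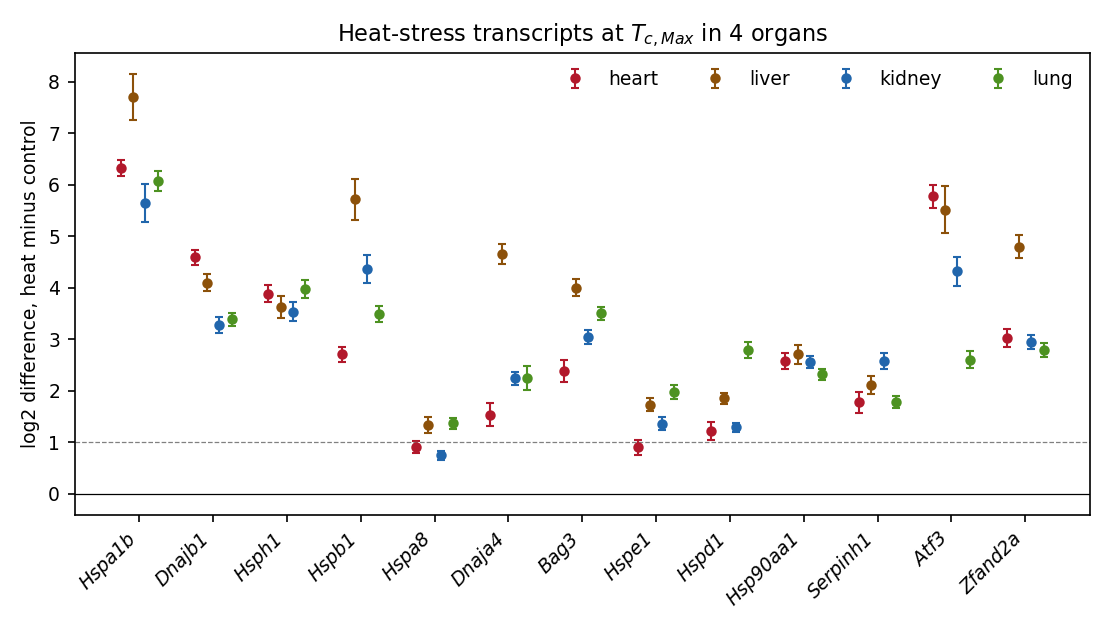
Log2 difference of heated minus control rats at T_c,Max_ (vertical axis) for 13 genes (horizontal axis) in heart, liver, kidney and lung. Points are the differences, bars are 1 SE of the fit and the dashed line marks 2-fold; Dnajb1, for example, lies between 3.28 in kidney and 4.59 in heart.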

Interestingly, our three-dimensional thermoregulatory model for the rat predicted that the liver temperature in heat-stressed animals exceeds that of other organs [20]. This prediction is consistent with our findings that the largest changes in temperature-dependent HSPs occurred in the liver.

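The small heat shock protein Hspb1, which holds unfolded proteins in solution, rose by 2.71 ± 0.145 in heart, 5.72 ± 0.399 in liver, 4.36 ± 0.271 in kidney and 3.49 ± 0.164 in lung at T_c,Max_ (n = 6 heated and 6 control rats, 5 heated in heart). Dnaja4 (ID 10702405) rose by 1.45 ± 0.232 in heart, 4.38 ± 0.186 in liver, 2.48 ± 0.122 in kidney and 2.28 ± 0.181 in lung, and Hspb8, which works with Bag3, by 2.58 ± 0.142 in liver, 1.47 ± 0.149 in kidney and 2.64 ± 0.129 in lung. The small heat shock protein Cryab rose in liver by 1.46 ± 0.316. Over 41 measured genes of cytosolic heat shock proteins and cochaperones, the mean difference of heated minus control rats was 1.47 in liver, 1.45 in lung, 1.24 in kidney and 1.21 in heart, and the median was 0.92, 1.08, 0.74 and 0.69 in that order. Scored within rats, the response of the liver exceeded that of the heart by 0.23 (5 heated and 6 control rats, exact permutation test over 462 splits, p = 0.00433) and that of the kidney by 0.23 (6 heated and 6 control rats, exact permutation test over 924 splits, p = 0.00649). Against the lung the difference was 0.02 (exact permutation test, p = 0.794), and adjusted over the 3 tests, which counted differences of either sign, the p values were 0.00974, 0.00974 and 0.794. The largest of the 4 organs' differences was that of lung for 17 of the 41 genes, of liver for 13, of heart for 9 and of kidney for 2. The list is wider than the heat-inducible genes. Among members that rose in all 4 organs, Hspa1b, Hspb1, Dnaja4, Dnajb4, Bag3 and Hsp90aa1 (ID 10892184) had their largest difference in liver. Dnajb1 and Dnaja1 had it in heart, Serpinh1 in kidney, and Hsph1, Stip1, Ahsa2, Fkbp4, Chordc1 and Cacybp in lung. Some of these ranks did not pass limma's test between organs. Hsp90aa1 in liver had adjusted p = 0.897 against heart, 0.716 against kidney and 0.187 against lung. Bag3 had 0.0717 between liver and lung, Dnajb1 0.242 between liver and heart, and Hsph1 0.315 between liver and lung. The other Hsp90aa1 ID of Table 2 (10937318) had its largest difference in heart (2.66, and 2.13 in liver). Of the 34 genes tested between organs in limma, 6 responded more and 2 less in liver than in heart, 9 more and 3 less than in kidney, and 6 more and 8 less than in lung. Each organ was normalized apart, so responses are compared here and not levels.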

A wide variety of physiological and environmental stimuli can induce expression of HSPs, including physical, chemical, and biological insults (e.g., inflammation) [54]. Genes encoding HSPs are divided into five superfamilies based on molecular weight: the small HSPs [55], the *Hsp40* (*DnaJ*) family, the *Hsp70* (*Hspa*) family, and the *Hsp90* (*HspC*) and *Hsp110* (*HspH*) families [56]. As molecular chaperones, HSPs play central roles in *1*) protein folding, aggregation, transport, and/or stabilization; *2*) cytoprotection, by preventing post-mitochondrial apoptosis in caspase-dependent pathways (e.g., *Hspb1*, *Hspa1b*, and *Hsp90*) and/or caspase-independent pathways (e.g., *Hsp70*) [57]; and *3*) cytoprotection, by preventing apoptosis at the premitochondrial level through inhibition of stress-activated kinases (i.e., *Jnk1*) in an adenosine-triphosphate (ATP)-independent manner (e.g., *Hsp70*) [58]. 

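The cytosolic chaperone Hsp90aa1 rose by 2.58 ± 0.150 in heart, 2.71 ± 0.188 in liver, 2.55 ± 0.115 in kidney and 2.32 ± 0.106 in lung at T_c,Max_ (n = 6 heated and 6 control rats, 5 heated in heart). The mitochondrial chaperonin Hspd1 rose by 1.22 ± 0.167 in heart, 1.85 ± 0.114 in liver, 1.29 ± 0.0875 in kidney and 2.79 ± 0.155 in lung. Its cochaperonin Hspe1 rose by 1.73 ± 0.128 in liver, 1.36 ± 0.122 in kidney and 1.98 ± 0.130 in lung, and by less than 2-fold in heart (0.90 ± 0.145, 1.87-fold, adjusted p = 3.27e-05 from limma). Serpinh1, the collagen chaperone of the endoplasmic reticulum, rose by 1.77 ± 0.209 in heart, 2.11 ± 0.178 in liver, 2.58 ± 0.151 in kidney and 1.78 ± 0.115 in lung. The Hsp40 genes Dnaja1 and Dnajb4 rose as well, Dnaja1 by 2.74 ± 0.117 in heart, 1.39 ± 0.105 in liver, 1.85 ± 0.117 in kidney and 2.45 ± 0.104 in lung, and Dnajb4 by 2.17 ± 0.116 in heart, 2.66 ± 0.127 in liver, 1.82 ± 0.114 in kidney and 1.88 ± 0.103 in lung. For the constitutive Hsp70 gene Hspa8, the 2 IDs that Table 2 gives rose in each organ, 10869047 by 1.15 ± 0.180 in heart, 1.77 ± 0.213 in liver, 1.10 ± 0.146 in kidney and 1.52 ± 0.107 in lung and 10774470 by 1.13 ± 0.132 in heart, 1.28 ± 0.160 in liver, 1.07 ± 0.0985 in kidney and 1.37 ± 0.114 in lung (both under 2-fold in kidney with quantile normalization, at 0.95 and 0.92). Another of its IDs (10749854) rose by 1.33 ± 0.150 in liver and 1.30 ± 0.109 in lung, with 0.88 ± 0.124 in heart and 0.78 ± 0.0935 in kidney. Hspa5, the Hsp70 of the endoplasmic reticulum, rose by 1.17 ± 0.106 in kidney and 1.16 ± 0.125 in lung, with 0.97 ± 0.155 in heart and 0.45 ± 0.123 in liver. Hsp90b1, the Hsp90 of that compartment, stayed under 2-fold at 0.86 ± 0.178, 0.44 ± 0.136, 0.77 ± 0.109 and 0.86 ± 0.105 in heart, liver, kidney and lung. Among cochaperones, Chordc1 rose by 1.92 ± 0.174 in heart, 2.18 ± 0.179 in liver, 1.97 ± 0.117 in kidney and 2.60 ± 0.109 in lung, the immunophilin Fkbp4 by 1.15 ± 0.190 in heart, 1.15 ± 0.129 in liver, 1.99 ± 0.114 in kidney and 2.60 ± 0.108 in lung, and Cacybp by 2.22 ± 0.190 in heart, 1.83 ± 0.149 in liver, 1.65 ± 0.135 in kidney and 2.75 ± 0.109 in lung. The polyubiquitin gene Ubb rose by 1.31 ± 0.137 in heart, 1.54 ± 0.199 in liver, 1.60 ± 0.110 in kidney and 1.94 ± 0.118 in lung. Of the tested mitochondrial chaperone genes, 1 of 7 rose in heart, 2 of 3 in liver, 2 of 2 in kidney and 2 of 7 in lung (the same counts adjusted over the list alone), each of them Hspd1 or Hspe1. The shift of that list passed camera of limma in kidney (adjusted p = 1.04e-05; adjusted p = 0.292 with an estimated correlation) and not in heart (0.0995), liver (0.0803) or lung (0.0645); in heart and liver its median (−0.03 and −0.04) and its mean (0.17 and 0.29) differ in sign.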

Although a recent report demonstrates a heat-stress–induced increase in rat liver expression of the inducible HSP70 protein (HSP72) but not the constitutive forms (HSP70 or HSP73) [59], our study demonstrates large increases in the products of both constitutive and inducible HSP genes at T_c,Max_ (Table 2), including *Hspb1*, *Hspa1b*, *Hspe1*, *Serpinh1*, *Hspd1*, *Hsp90aa1*, *Hsph1*, *and* several members of the *DnaJ* (Hsp40) chaperone family, transcripts homologous to genes coding for HSPs [i.e., *LOC498996* (similar to *DnaJ* homolog subfamily A, member 4), *LOC500476* (similar to *Hsp8*), and *RGD1561150* (similar to genes encoding CPN10-like protein)], and heat-stress–related genes (e.g., *Slc5a3*, *SNORD14*, *Ahsa2*, *Chordc1*, and *Banp*). *SNORD14* encodes a small nucleolar RNA which is transcribed from intronic regions of the *Hsp70* gene in mice [27]. 

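All 3 transcript IDs of SNORD14 on the array rose in each organ at T_c,Max_ (n = 6 heated and 6 control rats, 5 heated in heart). The first (10909356) rose by 3.45 ± 0.202 in heart, 4.26 ± 0.267 in liver, 3.09 ± 0.195 in kidney and 3.59 ± 0.164 in lung. The second (10909358) rose by 3.28 ± 0.196 in heart, 4.15 ± 0.233 in liver, 2.02 ± 0.175 in kidney and 1.86 ± 0.144 in lung. For the remaining ID (10909360) the rise was 3.70 ± 0.234 in heart, 4.04 ± 0.242 in liver, 2.66 ± 0.178 in kidney and 3.69 ± 0.168 in lung. The adjusted p of the last ID, from limma, was 1.35e-14 in heart, 1.13e-15 in liver, 3.56e-14 in kidney and 5.45e-19 in lung. Each heated array lay above all control arrays of its organ for the 3 IDs.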

Heat-stress–induced expression of *SNORD14* may facilitate the repair process involving ribosomal RNA after heat injury [27]. 

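The array carries 2 transcript IDs for Hspa1b, an inducible Hsp70. One of them (10828154) was 80.0-fold higher in heated than in control hearts at T_c,Max_, 209-fold higher in liver, 50.2-fold in kidney and 67.2-fold in lung. As log2 differences these are 6.32 ± 0.153 in heart, 7.71 ± 0.443 in liver, 5.65 ± 0.374 in kidney and 6.07 ± 0.190 in lung, with adjusted p values from limma of 6.89e-27, 2.98e-16, 2.96e-14 and 1.24e-23 (n = 6 heated and 6 control rats, 5 heated in heart). The other ID (10831298) was 31.7-fold higher in heart, 67.9-fold in liver, 24.0-fold in kidney and 35.9-fold in lung. Every heated array exceeded every control array of its organ for both IDs. Such folds rest on log2(intensity + 16), and the added 16 lowers the fold of a transcript with little signal in the control rats.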

The environmentally inducible HSP gene, *Hspa1b,* was expressed at very high levels in all tissues (ranging from 24- to 209-fold), although one copy of the gene did not functionally cluster with the PF response in DAVID (Additional file 6: Table S5). *Hspa1b* codes for an ATP-dependent chaperone regulating intracellular anti-apoptosis, and is considered to be the most universal stress-induced HSP [54, 60, 61]. In baboons, expression of *Hsp72* is proportional to severity of heat stress [62].

Some of the differentially expressed HSPs at T_c,Max_ are also found in the extracellular environment (including *Hspb1* and *Hspa1b*), where they are thought to have immunogenic functions (Table 2) [54]. Putative mechanisms for HSP release into biofluids include cell death, active non-classical secretory pathways, lysosome-endosome pathways, release by secretory-like granules, or insertion into the lipid bilayers of export vesicles. The protein product of extracellular *Hsp72* binds to CD14, toll-like receptor (TLR) 4, and CD40 on dendritic cells, monocytes, and macrophages [63–65] and induces expression of NF-κB and chemokines (MIP-2 or CXCL2) by a TLR 2/4-dependent mechanism [66, 67]. It remains to be determined whether products of the differentially expressed HSP genes in this study are actually released into the extracellular space in our heat stress model.

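Few genes of the apoptosis machinery passed the 2-fold minimum at T_c,Max_. Cdkn1a (p21), an inhibitor of the cell cycle induced by p53, rose by 1.04 ± 0.255 in heart, 1.52 ± 0.422 in liver and 1.09 ± 0.249 in kidney. Mcl1, which restrains apoptosis at the mitochondrion, rose by 1.13 ± 0.130 in liver, and in lung it stayed under 2-fold at 0.88 ± 0.123. The death receptor Fas lay at −0.91 ± 0.129 in lung, also under 2-fold. In heart 1 of 18 tested genes rose, in liver 2 of 18 and in kidney 1 of 12 (the same counts adjusted over the list alone). Without the fold minimum, 6 rose and 2 fell in heart, 4 rose and 8 fell in liver, and 4 rose and 3 fell among the 14 tested in lung. The list's shift passed camera of limma in heart (median 0.06, adjusted p = 0.0272; adjusted p = 0.714 with an estimated correlation). It did not pass in liver (0.788), kidney (0.339) or lung (0.682), where its medians (−0.03, −0.02 and −0.02) and means (0.03, 0.06 and 0.04) differ in sign. Cdkn1a in heart fell under the minimum without control replicate 3 (0.97), 4 (0.99) or 5 (0.87) or heated replicate 2 (0.97) or 3 (0.96), and lost its call in a fit of the T_c,Max_ groups alone (adjusted p = 0.0757 from limma). In kidney it fell under the minimum without control replicate 2 (0.99) or 4 (0.95).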

The apoptosis pathway was also significantly enriched in the KEGG analysis. 

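Atf3, a transcription factor of the stress response, was 54.8-fold higher in heated hearts at T_c,Max_, 45.8-fold in liver, 20.0-fold in kidney and 6.09-fold in lung. The log2 differences were 5.78 ± 0.220 in heart, 5.52 ± 0.456 in liver, 4.32 ± 0.280 in kidney and 2.61 ± 0.160 in lung (n = 6 heated and 6 control rats, 5 heated in heart), with adjusted p values from limma of 6.14e-21, 4.47e-12, 1.60e-14 and 2.55e-15. Heated arrays lay above all control arrays in each organ. Ppp1r15a (Gadd34), which restores translation after stress, rose by 1.66 ± 0.128 in heart, 1.82 ± 0.173 in liver, 1.47 ± 0.148 in kidney and 1.40 ± 0.162 in lung. Ddit3 (Chop), a factor of the unfolded protein response, rose by 1.06 ± 0.185 in heart, 1.62 ± 0.146 in liver, 1.85 ± 0.158 in kidney and 1.48 ± 0.109 in lung, and Gadd45b by 3.44 ± 0.302 in liver. In heart Ddit3 fell under 2-fold with the replicate number as a block (0.99) and without control replicate 1 (0.99) or 6 (0.99) or heated replicate 3 (0.96).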

In the heart, liver, and kidney, activating transcription factor 3 (*Atf3*) was significantly induced (Table 2). The protein product of *Atf3* is a member of the ATF/cyclic AMP response element-binding (ATF/CREB) family of transcription factors [68, 69]. The product of *Atf3* is a critical negative regulator of pro-inflammatory cytokine production in response to TLR activation [70]. *Atf3* knockout mice exhibit no developmental abnormalities [71] unless challenged with LPS or another stress stimulus, resulting in an overt susceptibility to endotoxic shock and death [70]. *Zfand2a*, also known as arsenite-inducible RNA-associated protein (AIRAP), was also up-regulated in all four organs in heated animals (Table 2). 

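Zfand2a was 8.13-fold higher in heated than in control hearts at T_c,Max_, 27.8-fold in liver, 7.68-fold in kidney and 6.90-fold in lung. The log2 differences of 3.02 ± 0.175 in heart, 4.79 ± 0.224 in liver, 2.94 ± 0.131 in kidney and 2.79 ± 0.134 in lung had adjusted p values from limma of 1.40e-15, 7.30e-19, 9.07e-19 and 2.28e-18, with every heated array above every control array (n = 6 heated and 6 control rats, 5 heated in heart).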

In rats, *Zfand2a* is closely associated with the febrile response, a heat-associated physiology. Although early experiments in rodent fibroblasts suggested that *Zfand2a* was induced by arsenite stress but not heat shock, later experiments in human cell lines demonstrated that *Zfand2a* was induced by heat stress in an HSF-1–dependent manner and closely paralleled *Hsp70* expression after heat stress. While we can associate most of the members of the cHSR with heat stress, a few genes are associated with other stressors and some are uncharacterized (see Additional file 6: Table S5). 

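Uspl1, an isopeptidase of SUMO, rose by 2.39 ± 0.133 in heart, 3.17 ± 0.160 in liver, 2.31 ± 0.142 in kidney and 2.38 ± 0.128 in lung at T_c,Max_ (n = 6 heated and 6 control rats, 5 heated in heart). Dusp8, a phosphatase of stress-activated MAP kinases, rose by 1.84 ± 0.151 in heart, 2.28 ± 0.155 in liver, 1.48 ± 0.142 in kidney and 1.32 ± 0.166 in lung. MGC95208, listed in the platform's annotation as C11h3orf38 (ID 10716936), rose by 2.26 ± 0.183 in heart, 1.53 ± 0.128 in liver, 1.21 ± 0.130 in kidney and 1.86 ± 0.110 in lung. The largest adjusted p among these rises was 1.06e-07 from limma, for Dusp8 in lung.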

Up-regulated apoptosis-related genes included *Uspl1*, *MGC95208*, and *Dusp8* [72, 73]. How the products of these genes contribute to the consensus response will require further investigation.

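C3ar1, the receptor of the complement fragment C3a, was lower in heated than in control rats in all 4 organs at T_c,Max_, with differences of −1.25 ± 0.374 in heart, −1.40 ± 0.202 in liver, −1.02 ± 0.144 in kidney and −1.15 ± 0.177 in lung (n = 6 heated and 6 control rats, 5 heated in heart). The adjusted p values from limma were 0.0388, 9.82e-07, 1.82e-06 and 4.58e-06, and every heated array lay below every control array. A further 11 IDs were lower in exactly 3 organs, 41 in exactly 2 and 302 in exactly 1. The C3ar1 call in heart is lost when all IDs are tested (adjusted p = 0.0546 from limma) or the variances are not moderated (0.0636), and without heated replicate 1 (0.114), 2 (0.0882) or 3 (0.137) or control replicate 2 (0.0819), 3 (0.0549), 4 (0.0597), 5 (0.0540) or 6 (0.0674). In kidney the fold falls under 2 with quantile normalization (−0.98) and without control replicate 1 (−0.97) or 5 (−0.98) or heated replicate 2 (−0.97) or 5 (−0.98).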

No transcripts were down-regulated in the cHSR, although several transcripts were down-regulated in at least three organs and were near the threshold for the fourth organ. For example, *Cd180* was down-regulated in the liver, kidney, and lung, but was just below the two-fold significance threshold in the heart (i.e., 1.99-fold down-regulated; see Additional file 6: Table S5). 

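Cd180, a Toll-like receptor homologue of B cells and macrophages, fell by 1.09 (SE 0.198, adjusted p = 4.16e-05 from limma) in liver at T_c,Max_ (n = 6 heated and 6 control rats). In kidney it fell by 1.22 (SE 0.162, adjusted p = 5.25e-07 from limma) and in lung by 1.45 (SE 0.217, adjusted p = 2.69e-06). In heart the difference was −0.99 ± 0.347, 1.99-fold lower, with an adjusted p of 0.101 from limma, and lower in 5 of 5 heated hearts. Without liver control replicate 1 the liver difference is −0.95, under the 2-fold minimum.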

*Cd180* codes for a cell surface marker in the TLR family that forms the receptor RP105/MD1 and negatively regulates the expression of TLR4 [74, 75]. Reduction of the *Cd180* expression by heat stress may promote TRL signaling and inflammation.

### Transcriptomic profile at 24 and 48 hours

Our results at T_c,Max_ provide evidence of genes and functional regulatory pathways involved with the initial *in vivo* heat-stress response. 

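The 91 IDs that rose in all organs at T_c,Max_ lay close to the control level at 24 h. Their median difference was 1.55 in heart, 1.72 in liver, 1.54 in kidney and 1.78 in lung at T_c,Max_, and 0.15, −0.02, 0.11 and 0.05 at 24 h. At 48 h the medians were 0.10, 0.00, 0.06 and 0.03. For the 78 IDs of Table S5 alone, the medians were 1.85, 1.86, 1.66 and 1.88 at T_c,Max_. At 24 h they were 0.18, 0.02, 0.13 and 0.07. In heart 2 of the 91 passed limma at 48 h, among them Hmox1 at 1.81 ± 0.407 (adjusted p = 0.00586, and 0.264 in a fit of the 48 h hearts alone, where 0 of the 91 passed). The count of 2 is 3 with an offset of 1, 1 without control replicate 2, 3 or 4 or heated replicate 3, 4 or 5, and 6, 4 and 7 without heated replicate 1, 2 and 6. At 24 h 0 of the 91 passed limma at 2-fold in each organ, and at an unadjusted p under 0.05 1 passed in liver, 1 in kidney and 0 in heart and lung. The highest ID at 24 h lay at 0.89 in heart, 1.26 in liver, 1.43 in kidney and 0.46 in lung. In heart that ID was Hspb1, which passed limma under the 2-fold minimum. Above 0 at 24 h lay 68 of the 91 IDs in heart, 41 in liver, 66 in kidney and 61 in lung. In limma's test of the difference between the times, the effect at 24 h was smaller than at T_c,Max_ for 79 of the 91 IDs in heart, 88 in liver, 89 in kidney and 89 in lung, and for 71, 75, 76 and 76 of the 78 IDs of Table S5. The 91 IDs were chosen by their rise on these arrays, 78 of them also by the study and 13 only here, so the rise itself is not independent evidence.

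**Figure D2:**
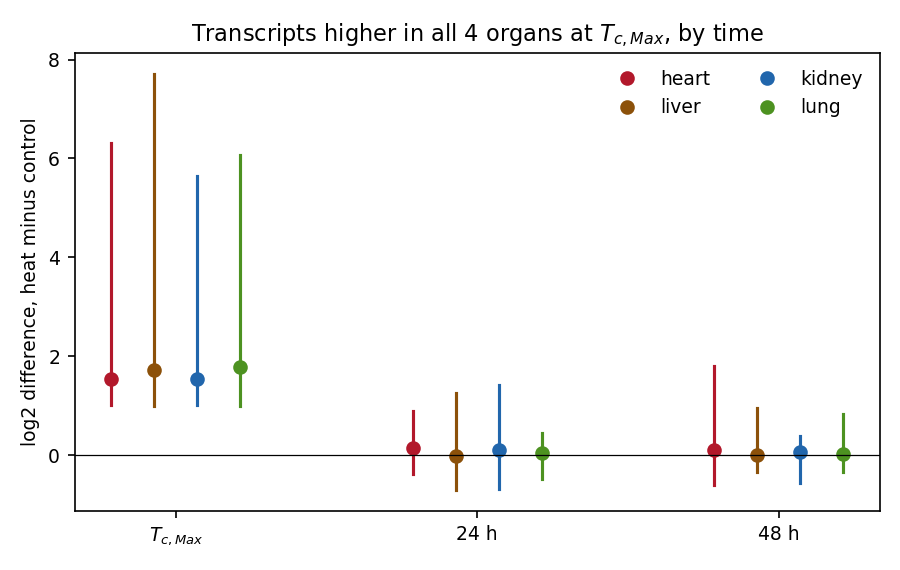
Log2 difference of heated minus control rats (vertical axis) of the 91 IDs that rose in all organs, at T_c,Max_, 24 h and 48 h (horizontal axis) in heart, liver, kidney and lung. Points are medians over the IDs and lines span the lowest to the highest ID; in heart the median goes from 1.55 to 0.15 and 0.10.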

Most of the DEGs at T_c,Max_ in the cHSR returned to control levels by 24 hours after heat stress (Additional file 6: Table S5). These results are consistent with the blood chemistries, suggesting that animals achieved recovery of most organ function by 24 hours. At T_c,Max_ and 24 hours, heat-stressed animals showed limited histopathological effects, although one animal showed evidence of liver histopathology at 24 hours (Additional file 3: Table S3 and Additional file 4: Figure S1). However, at 48 hours in three out of six animals, both histopathology and the pattern of gene expression indicated evidence of persistent, moderately severe damage to heart tissue.

We explored the patterns of gene expression in our experimental animals using self-organizing maps, and observed that the DEGs in the hearts of three out of six heat-stressed animals at 48 hours differed from both controls and the other heat-stressed animals (Figure 3 and Additional file 8: Table S7; see Additional file 8: Table S7 and Additional file 10: Figure S2 for a self-organizing map analysis of the single animal with liver injury at 24 hours). 

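In heart at 48 h, 375 IDs rose and 274 fell in the 6 heated rats relative to 6 controls. Macrophage and matrix genes rose, among them Gpnmb, a glycoprotein of phagocytes (2.79 ± 0.533), the lipid receptor Trem2 (2.03 ± 0.406), Lgals3 (galectin, 1.80 ± 0.379) and Cd68 (1.70 ± 0.369). Of the macrophage and monocyte markers, 10 of 19 tested rose (also 10 adjusted over the list alone, and 8 without heated replicate 4), with a median of 1.03 (adjusted p = 1.09e-09 from camera of limma; adjusted p = 0.494 with an estimated correlation). Of the extracellular matrix genes, 13 of 28 rose (14 adjusted over the list alone), such as Postn (2.37 ± 0.493), Timp1, an inhibitor of matrix proteases (2.02 ± 0.453), and Lox, which cross-links collagen (1.93 ± 0.451). The median of that list was 0.91 (adjusted p = 5.03e-11 from camera of limma; adjusted p = 0.483 with an estimated correlation). Of the cytokine and NF-kB genes 3 of 27 rose (also 3 adjusted over the list alone), with the interleukin antagonist Il1rn at 2.11 ± 0.482 and the endotoxin receptor Cd14 at 1.40 ± 0.305, and the median was 0.45 (adjusted p = 8.28e-06 from camera of limma; adjusted p = 0.555 with an estimated correlation). The proton pump subunit Atp6v0d2 (1.45 ± 0.300) and the C-type lectin Clec4d of myeloid cells (1.37 ± 0.292) lay above all controls in each heated heart. Receptors of natural killer cells fell, Klrb1c by 1.88 (SE 0.381) and Klrd1 by 1.55 (SE 0.352), and 3 of 15 markers of T and NK cells fell (also 3 adjusted over the list alone; adjusted p = 0.0286 from camera of limma; adjusted p = 0.854 with an estimated correlation). Heated replicate 4 carried lung markers: its alveolar epithelium markers lay 6.54 above the control hearts and its ventricular cardiomyocyte markers lay at −6.24 relative to them. A fit of the 12 hearts of 48 h alone gave 0 calls in limma (579 IDs at an unadjusted p under 0.05 and 2-fold), and without heated replicate 1, 2, 3, 4, 5 or 6 in turn the count of 649 became 1184, 1008, 180, 304, 296 or 1168, of which 653, 538, 142, 249, 176 or 649 rose. With the filter on dim IDs, 193 rose and 269 fell. The fit of all 6 groups uses a common variance for each ID, while the heated hearts of 48 h spread more than their controls. For the mean of the Node A transcripts of Table S7 the SD was 0.876 among heated and 0.0692 among control arrays. The SEs and adjusted p values of limma for hearts at 48 h may therefore be too small.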

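In liver at 24 h, 18 IDs rose and 17 fell. A2m, a protease inhibitor of the acute phase in rats, rose by 3.97 ± 0.644 (15.7-fold, adjusted p = 0.00234 from limma, n = 6 heated and 6 control rats), and Wfdc21 by 1.67 ± 0.296 (adjusted p = 0.00415). Nkg7, a granule protein of NK and T cells, fell by 1.21 (SE 0.225, adjusted p = 0.00795 from limma). Of the acute phase genes 2 of 6 tested rose (also 2 adjusted over the list alone; adjusted p = 0.000551 from camera of limma; adjusted p = 0.642 with an estimated correlation), A2m and Lbp, which binds endotoxin (1.12 ± 0.250). Lbp lost its call without control replicate 2 (1.08, adjusted p = 0.0552) or 4 (1.09, adjusted p = 0.0599) or heated replicate 2 (1.01, adjusted p = 0.0546), 5 (1.05, adjusted p = 0.0678) or 6 (1.07, adjusted p = 0.0649). Of the markers of T and NK cells 2 of 12 fell (also 2 adjusted over the list alone; adjusted p = 0.000227 from camera of limma; adjusted p = 0.150 with an estimated correlation), Nkg7 and the granzyme Gzma (−1.46 ± 0.305). Gzma lost its call without heated replicate 5 (−1.21, adjusted p = 0.0629). The transcripts that Table S7 lists for the liver map, which the study chose on these samples and which are not independent evidence, moved as listed: the mean of 667 IDs of its first region lay at −0.28 in heated rats (exact permutation test over 924 splits, p = 0.0476) and that of 670 IDs of its second region at 0.32 (exact permutation test, p = 0.0303). By medians over the IDs these were −0.23 (exact p = 0.0628) and 0.26 (exact p = 0.0563), and heated replicate 5 lay at −0.81 and 1.33; without it the means were −0.17 and 0.11. The exact p of the first region was above 0.05 without control replicate 1 (0.0823), 2 (0.0736), 3 (0.0844), 4 (0.0844) or 6 (0.0758) or heated replicate 1 (0.0801), 2 (0.0801), 5 (0.0952) or 6 (0.0801), and that of the second without control replicate 1 (0.102), 2 (0.0693), 3 (0.0909), 4 (0.128), 5 (0.0952) or 6 (0.130) or heated replicate 5 (0.0563). The count of 35 IDs was 19 with the tag prefix of the rats as a block (7 rose and 12 fell), 21 with all IDs tested, 16 without moderated variances, 18 in a fit of the 2 groups alone and 20 with an offset of 1, and it became 14, 18, 17 and 21 without control replicate 1, 2, 4 and 6, and 21, 85, 9 and 14 without heated replicate 2, 4, 5 and 6.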

Strikingly, these same animals also displayed cardioinflammation in the histological analysis. 

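The transcripts of Node A lay lower and those of Node B higher in heated than in control hearts at 48 h. The mean over the 1351 IDs that Table S7 lists for Node A was −0.73 relative to the controls (SD 0.876 among 6 heated and 0.0692 among 6 control arrays, exact permutation test over 924 splits, p = 0.0325), and 230 of the IDs fell in limma. The mean over 985 IDs listed for Node B was 0.81 (SD 0.766 and 0.0911, exact permutation test, p = 0.0260), and 269 of them rose. By heated array, in the order of the replicate numbers, Node A stood at −0.00, −0.18, −1.23, −2.22, −0.74 and −0.00, and Node B at −0.03, 0.38, 1.71, 1.20, 1.54 and 0.08. For each node 4 of 6 heated arrays lay beyond the range of the controls. The sheet's 887 IDs of Node C had a mean of 0.44 (exact permutation test, p = 0.545), with 2.67 in heated replicate 4. Among the IDs called with each heated array beyond all controls, Hjurp, which loads the centromeric histone, rose by 1.40 ± 0.211 and the mitotic spindle gene Dlgap5 by 1.33 ± 0.259, and the hydrolase Macrod2 (−1.64 ± 0.302) and the potassium channel Kcna2 (−1.62 ± 0.348) fell. The study drew these nodes from the same arrays, so their direction is not independent evidence. Without heated replicate 4, whose lung marker genes were high, the means were −0.43 for Node A (exact p = 0.0325), 0.74 for Node B (exact p = 0.0260) and −0.0034 for Node C (exact p = 0.900). The exact p of Node A was above 0.05 without control replicate 1 (0.0823), 2 (0.0823), 3 (0.0931), 4 (0.0823), 5 (0.0823) or 6 (0.0931), and that of Node B without control replicate 1 (0.0519), 2 (0.0649), 3 (0.0714), 4 (0.0736), 5 (0.0519) or 6 (0.0649).

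**Figure D3:**
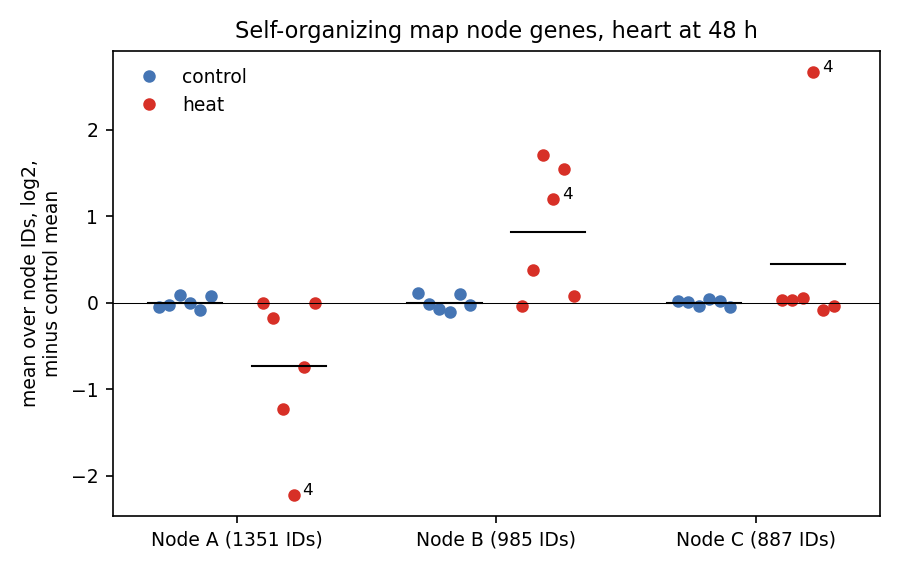
Mean log2 level of the IDs of Nodes A, B and C of Table S7, relative to the mean of the controls (vertical axis), for each heated and control heart at 48 h (horizontal axis). Points are arrays, black bars are group means and replicate 4 of the heated rats is marked; it lies at −2.22 in Node A, 1.20 in Node B and 2.67 in Node C.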

Node A (Figure 3) contains 1,351 down-regulated transcripts and Node B contains 887 up-regulated transcripts (see Additional file 8: Table S7). We next performed a functional analysis of the DEGs in Nodes A and B using DAVID, because these nodes were evident in the three animals with the highest histopathological scores. The down-regulated genes were associated with highly enriched KEGG pathways, including oxidative phosphorylation (enrichment score of 6.7, 63 genes), cardiac muscle contraction (enrichment score of 6.2, 33 genes), and pathways associated with chronic proteotoxic stress [Parkinson’s disease (enrichment score of 6.3 fold, 61 genes), Huntington’s disease (enrichment score of 4.8, 63 genes), and Alzheimer’s disease (enrichment score of 4.6, 62 genes)]. 

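Energy and contraction genes lay lower in heated than in control hearts at 48 h (n = 6 and 6 rats). Of the 63 tested genes of oxidative phosphorylation, 7 fell by at least 2-fold (8 adjusted over the list alone) and 55 fell when no fold minimum was set, with a median of −0.74 (adjusted p = 4.15e-31 from camera of limma; adjusted p = 0.448 with an estimated correlation). They include subunits of complex I such as Ndufs1 (−1.05 ± 0.283; without heated replicate 3 −0.91 or 4 −0.66) and Ndufv3 (−1.04 ± 0.272; without heated replicate 3 −0.91 or 4 −0.66), and Atp5mc1 (−1.20 ± 0.301; without heated replicate 3 −1.05 or 4 −0.79), of the ATP synthase. Of the genes of cardiac contraction, 11 of 30 fell (22 adjusted over the list alone), with a median of −1.35 (adjusted p = 5.03e-11 from camera of limma; adjusted p = 0.642 with an estimated correlation). Hrc, a calcium-binding protein of the sarcoplasmic reticulum, stood at −1.99 ± 0.526 (adjusted p = 0.0133 from limma; without heated replicate 3 −1.71, adjusted p = 0.0694) and Myom2, of the M band, at −1.99 ± 0.577 (without heated replicate 3 −1.81, adjusted p = 0.0781). Of the genes of fatty acid oxidation 8 of 25 fell (also 8 adjusted over the list alone), such as Acads (−1.20 ± 0.315; without heated replicate 3 −0.99 or 4 −0.89), with a median of −0.90 (adjusted p = 6.57e-14 from camera of limma; adjusted p = 0.464 with an estimated correlation). In the citrate cycle 1 of 19 passed the 2-fold minimum (also 1 adjusted over the list alone), Sucla2 (−1.11 ± 0.273; without heated replicate 3 −0.97 or 4 −0.76), and the median was −0.82 (adjusted p = 1.40e-12 from camera of limma; adjusted p = 0.448 with an estimated correlation). Ventricular cardiomyocyte markers had a median of −1.39, with 3 of 12 lower (9 adjusted over the list alone; adjusted p = 0.000193 from camera of limma; adjusted p = 0.714 with an estimated correlation). Alveolar and airway epithelium markers moved the opposite way, with medians of 1.33 and 0.66 (adjusted p = 0.00463 and 0.00812 from camera of limma; adjusted p = 0.867 and 0.844 with an estimated correlation). Without heated replicate 4 the falls of at least 2-fold number 0 for oxidative phosphorylation, fatty acid oxidation, the citrate cycle and the cardiomyocyte markers and 2 for contraction (limma), the shifts of oxidative phosphorylation and contraction have an adjusted p of 2.41e-29 and 6.39e-09 from camera of limma (with an estimated correlation neither passes, adjusted p = 0.415 for oxidative phosphorylation), and those of the alveolar and airway markers have 0.907 and 0.836. In a fit of the 48 h hearts alone, the lowest adjusted p among the named genes was 0.264 from limma. From the share of the oxidative phosphorylation pathway in the enriched disease and contraction pathways, the paper proposes that mitochondrial dysfunction and disturbed energetics are key features of the injured heart. It also draws on lower proteins of oxidative phosphorylation, the citrate cycle and fatty acid metabolism in injured hearts at 48 h. Those protein data were not analysed here.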

The oxidative phosphorylation pathway is central to Parkinson’s Disease, Huntington’s Disease, Alzheimer’s Disease, and Cardiac Muscle Contraction, suggesting that mitochondrial dysfunction and disruption in energetics are key features in animals with heat-stress-induced heart injury. Mitochondrial dysfunction, disruption of ER and membrane trafficking, alterations in protein folding and clearance, and activation of inflammation are all thought to be underlying causes of protein-folding disorders in neurons and other organ systems [76–79]. Primary and secondary aggregation of peptides and proteins disrupt normal protein homeostasis, leading to pathological states involving aberrant protein aggregation [76–79]. A recent study shows a strong correlation between cytological evidence of aggregated proteins and the functional pathways we observed in our clustering analysis (i.e., Oxidative Phosphorylation, Parkinson’s Disease, Huntington’s Disease, Alzheimer’s Disease, and cardiac muscle contraction [80]). Further, supersaturated protein complexes in protein aggregates are associated with highly enriched Ribosome and Proteasome pathways. The Ribosome pathway is enriched in genes upregulated in node C (+2.8 fold), cell cycle (+5.7 fold), and DNA replication (+6.3 fold) (Additional file 8: Table S7). Thus, the three animals with cardiac injury in response to heat stress show genomic signatures consistent with neurodegenerative diseases at the pathway level, suggesting that heat-injured animals have transcriptomic evidence of a greater propensity of protein to aggregate.

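Genes of the cell cycle and DNA replication rose in heated hearts at 48 h (n = 6 heated and 6 control rats). Of 46 tested, 30 rose by at least 2-fold (also 30 adjusted over the list alone) and 45 when no fold minimum was set, with a median of 1.27. Rrm2, a subunit of ribonucleotide reductase, rose by 2.25 ± 0.427 (adjusted p = 0.00284 from limma), the cyclin Ccna2 by 2.03 ± 0.389, the phosphatase Cdkn3 by 1.88 ± 0.316 and the mitotic kinesin Kif20a by 1.87 ± 0.323. The list's shift had an adjusted p of 7.27e-32 from camera of limma; adjusted p = 0.313 with an estimated correlation. Ribosomal protein genes had a median of 0.35, with 11 of 17 tested higher when no fold minimum was set (14 adjusted over the list alone), each by less than 2-fold (adjusted p = 4.73e-14 from camera of limma; adjusted p = 0.464 with an estimated correlation). Without heated replicate 4, 29 of the cell cycle genes rose by at least 2-fold. These calls are lost in a fit of the 48 h hearts alone (Rrm2, adjusted p = 0.264 from limma).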

**Figure 3:**
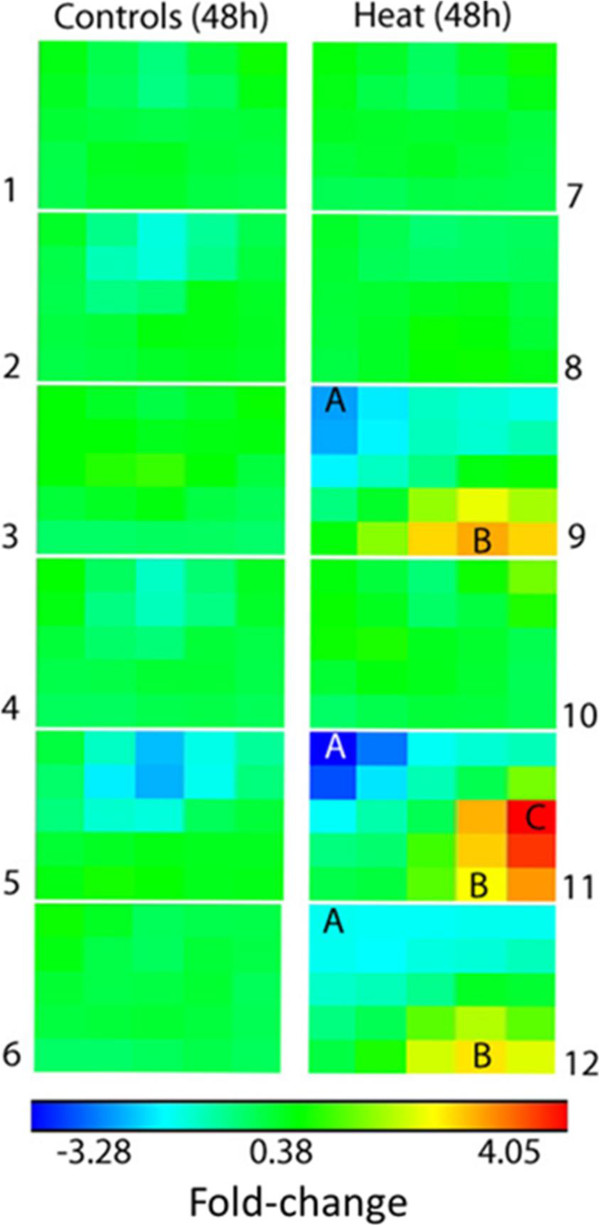
**Heart self-organizing map identifies genes that anchor to histopathological changes at 48 hours.** Node A (1351 down-regulated genes) and Node B (887 up-regulated genes) were common to the three animals (9, 11, and 12) with the most severe histopathological injury. See Additional file 8 for a full list of transcript IDs and the KEGG analysis of Nodes **A**, **B**, and **C**.

### Proteomic analysis of heart tissue at T_c,Max_, 24 hours, and 48 hours

To determine whether the pathway analysis was complementary at the protein level, proteins were extracted from heart tissue, analyzed by iTRAQ (Additional file 11: Table S9; data includes proteins with at least a 1.3-fold change in expression when compared to time-matched controls), and compared with gene expression at all three time points. Proteins and gene expression data were largely discordant at T_c,Max_ (Figure 4). This time point had significant enrichment in genes encoding proteins involved in the heat-stress response, especially the HSPs (Figure 4, genes in bold). However, there were too few differentially expressed proteins at T_c,Max_ to derive functional clusters (Additional file 11: Table S9). 

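Over 41 measured genes of heat shock proteins and cochaperones, the median difference in heart at T_c,Max_ was 0.69 (5 heated and 6 control rats), and 21 of 31 tested genes rose when no fold minimum was set (24 adjusted over the list alone). Hspb8 (0.89 ± 0.302), Hspa4l (0.50 ± 0.222) and Cryab (0.29 ± 0.263) stayed under 2-fold in heart. Of the genes of the glucocorticoid response, 9 of 19 tested rose (also 9 adjusted over the list alone; median 0.84, adjusted p = 2.44e-14 from camera of limma; adjusted p = 0.00886 with an estimated correlation), such as the immunophilin Fkbp5 at 1.65 ± 0.258. Ccn2 (CTGF), a matrix signalling protein, rose by 2.85 ± 0.385 and Tnfrsf12a, the receptor of TWEAK, by 1.51 ± 0.317.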

Although HSP70 and the gene encoding this protein were the most upregulated gene/protein pair at T_c,Max_, HSPB1 was the only other heat shock protein modulated in the protein data at this time point, and its expression decreased while the transcript encoding the protein product increased. 

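The transcripts of both proteins were higher in each heated heart than in any control heart at T_c,Max_. The Hspa1b transcript (ID 10828154) had a log2(intensity + 16) of 13.24 ± 0.0975 (SD, n = 5) in heated and 6.92 ± 0.275 (SD, n = 6) in control hearts. Hspb1 had 12.19 ± 0.124 (SD, n = 5) and 9.48 ± 0.120 (SD, n = 6), a rise of 6.54-fold (adjusted p = 1.90e-16 from limma). The protein measurements are not analysed here.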

Proteins associated with serine proteinase activity were upregulated, including α-1 macroglobulin precursor and the acute phase protein α-1-inhibitor 3 precursor (MUG2, A1I3), but the transcripts for these products were below the fold-change threshold. Both proteins are serum proteins and changes may reflect changes blood contamination not necessarily changes in the heart tissue itself. Further, several mitochondrial proteins were modulated, including mitochondrial precursor hydroxyacyl-coenzyme A dehydrogenase and mitochondrial import inner membrane translocase subunit, but the transcript expression did not correlate with the protein expression.

**Figure 4:**
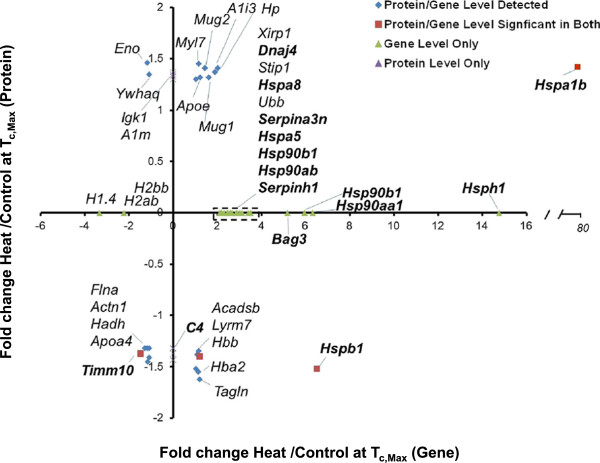
**Differentially expressed genes and proteins and KEGG pathway enrichment analysis in hearts at T**_**c,Max**_ **.** Proteins were mapped to gene probes to compare differentially expressed proteins and genes in the heart. Heat shock proteins and proteins related to HSPs are bolded. Proteins expressed at ±1.3-fold and their respective genes (±2-fold) are represented by red squares. Proteins and genes which mapped together but did not meet significance at the gene level are represented as blue diamonds. Genes (green triangles) or proteins (purple triangles) that were expressed and significant, but did not map together, are plotted along the axes. For clarity, only the gene designations are listed.

At 24 hours, 88 proteins were significantly altered (Additional file 11: Table S9), but few protein/gene expression pairs were in concordance (HSPA1B and its corresponding transcript; Figure 5). By 24 hours, multiple HSPs were expressed above the fold-change threshold (i.e., HSPA5, HSP90B1, HSPB1, HSPA7, and HSP90AA1; bold in Figure 5). However, all of the transcripts encoding the HSPs which had been up-regulated at T_c,Max_ were either down-regulated (HSPA5*)* or below the fold-change threshold, with the exception of HSPB1 (Figure 5). 

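At 24 h Hspb1 was 1.85-fold higher in heated hearts (0.89 ± 0.138, adjusted p = 0.00126 from limma, higher than all controls in 6 of 6 heated hearts), under the 2-fold minimum. Hspa1b stood at 0.32 ± 0.146 (ID 10828154) and 0.35 ± 0.156 (ID 10831298), Hsph1 at 0.47 ± 0.154, Hsp90aa1 at 0.38 ± 0.143, Hsp90b1 at 0.22 ± 0.169 and Dnajb1 at 0.05 ± 0.141. Serpinh1 stood at 0.39 ± 0.199, Hspd1 at 0.28 ± 0.159, Hspe1 at 0.26 ± 0.138 and Hspa5 at −0.10 ± 0.148 (adjusted p = 0.999 from limma). Hspb1 was the sole member of the list of heat shock proteins and cochaperones that rose at any fold among 31 tested (3 adjusted over the list alone). The median of that list was 0.11 (adjusted p = 0.000138 from camera of limma; adjusted p = 0.616 with an estimated correlation).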

HSP90AA1, HSP90B1, and calreticulin precursor (CALR) clustered to the functional KEGG pathway Antigen Processing and Presentation (Figure 5, inset), although their respective transcripts did not reach the fold-change threshold (Figure 5). The enrichment of the Complement and Coagulation cascades KEGG pathway was driven by up-regulation of the proteins KNG1, KNG2, KNG1L1, C4, F2, and FGB, although there was not a complete correlation between transcript/protein expression level and direction (Figure 5).

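Among the transcripts of these proteins, Kng2 (kininogen) differed by 0.41 ± 0.645 between heated and control hearts at 24 h, F2 (prothrombin) by −0.54 ± 0.459 and Fgb (fibrinogen beta chain) by −0.57 ± 0.797 (n = 6 heated and 6 control rats, each adjusted p = 0.999 from limma), so no difference passed the test. Transcripts of KNG1, KNG1L1 and C4 have no ID of a single gene in the annotation used here. The log2 level of Alb (albumin), a hepatocyte gene, ranged from 4.14 to 12.15 among the 35 heart arrays. Within groups of hearts Kng2, F2 and Fgb followed Alb, with a Pearson r of 0.764, 0.856 and 0.960. Whether their levels come from heart cells was therefore not determined.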

**Figure 5:**
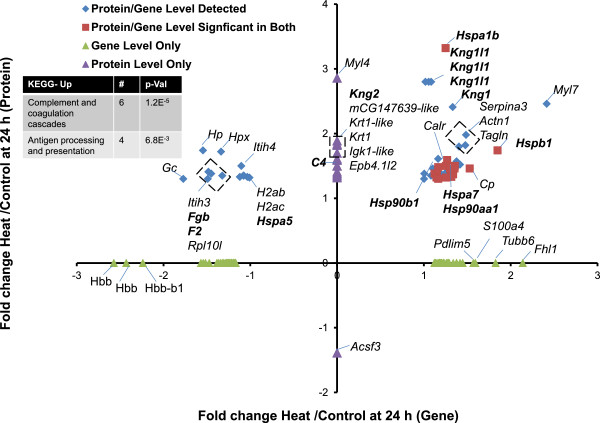
**Differentially expressed genes and proteins and KEGG pathway enrichment analysis at 24 hours.** Proteins were mapped to gene probes to compare differentially expressed proteins and genes in the heart. Insets show the results of the KEGG pathway enrichment analysis for concordant gene and protein up- and down-regulation. Genes and proteins with the greatest concordance with the pathway enrichment analysis are depicted. Proteins expressed at ±1.3-fold and their respective genes (±2-fold) are represented by red squares. Proteins and genes which mapped together but did not meet significance at the gene level are represented as blue diamonds. Genes (green triangles) or proteins (purple triangles) that were expressed and significant, but did not map together, are plotted along the axes. For clarity, only the gene designations are listed.

Thus, at 24 hours environmentally inducible HSPs remained elevated, despite a lack of blood chemistry or histopathologic evidence of injury. The HSPs elevated at 24 hours are associated with cardiomyocyte injury and immune-mediated functions (e.g., Antigen Processing and Presentation). HSPA5 is an ER-resident chaperone associated with hypoxia in cardiomyocytes [81, 82]. HSPA5 retargets to mitochondria and contributes to the mitochondrial unfolded protein response [83]. Extracellular HSPs associated with Antigen Processing and Presentation have been associated with immune cell recruitment to cardiomyocytes, a potential mechanism of inflammatory injury [50].

At 48 hours, we subdivided the animals based on histopathologic evidence of injury (Figure 6) or recovery (Figure 7). Five hundred and twenty-one proteins were significantly altered in animals with histopathological evidence of heart injury (Figure 6 and Additional file 11: Table S9), whereas only 71 were modulated in heat-stressed animals with no histopathological evidence of injury (Figure 7 and Additional file 11: Table S9). The up-regulated proteins were enriched for pathways associated with protein folding (Ribosome; Figure 6, inset) and, by extension, propensity to aggregate [80]. Pathways associated with immune dysregulation were enriched (Complement and Coagulation, including concordant transcript and protein expression of KNG1, KNG1L1, KNG2, C3, C4, CFD, F2, FGB, FGG, SERPINC1, SERPIND1, and SERPINH1; and Antigen Processing and Presentation, including concordant protein expression of HSPA1B, HSP90AA1, HSPA5, CALR, HSPA8, and HSPAB1). HSP expression correlated with transcript expression only in the heat-injured animals (red squares in Figure 6), not the heat-stressed animals (Figure 7). Down-regulation of pathways enriched for Oxidative Phosphorylation, citrate cycle, and fatty acid metabolism suggested an energy crisis with massive mitochondrial dysfunction, supporting the observed necrosis in the cardiac histopathology. In addition, KEGG enrichment analysis of down-regulated proteins identified pathways associated with chronic proteotoxic injury (Parkinson’s Disease, Huntington’s Disease, Alzheimer’s Disease; Figure 6, inset) [79]. Protein/gene pairs which showed concordant regulation in 48 hour heat-injured animals were diagrammed by subcellular organelle (Figure 8 and Additional file 12: Table S10 and Additional file 13: Table S11). Most of the protein/gene pairs associated with mitochondria were associated with the Oxidative Phosphorylation, with nearly 100% overlap with protein/gene pairs in the KEGG pathways of Parkinson’s Disease, Huntington’s Disease, and Alzheimer’s Disease. Likewise, the heat shock proteins and proteins/gene pairs associated with proteasomal degradation were localized to the proteasome, including biomolecules in the immunomodulatory pathway Antigen Processing and Presentation. The Cardiomyocyte Contraction pathway contained protein/gene pairs which were downregulated in conjunction with the sarcomere.

**Figure 6:**
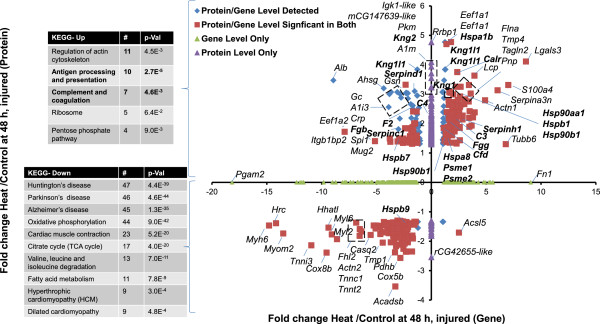
**Differentially expressed genes and proteins and the KEGG pathway enrichment analysis in hearts** ***with*** **evidence of histopathological injury 48 hours after heat stress.** Proteins were mapped to gene probes to compare differentially expressed proteins and genes in the heart. The KEGG pathway analysis results for genes and proteins with the greatest concordance are depicted. Heat shock proteins and proteins related to HSPs are bolded. Proteins expressed at ±1.3-fold and their respective genes (±2-fold) are represented by red squares. Proteins and genes which mapped together but did not meet significance at the gene level are represented as blue diamonds. Genes (green triangles) or proteins (purple triangles) that were expressed and significant, but did not map together, are plotted along the axes. For clarity, only the gene designations are listed.

**Figure 7:**
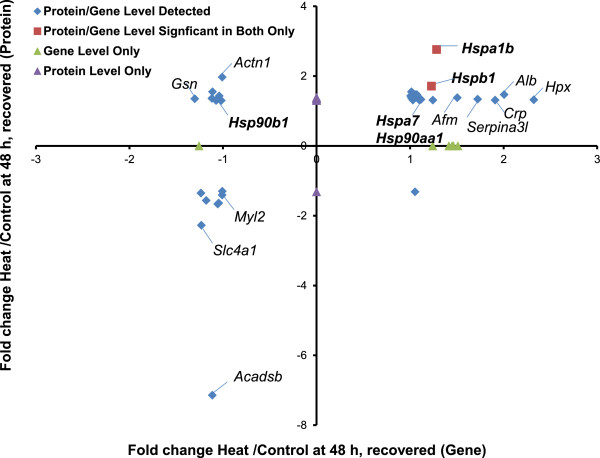
**Differentially expressed genes and proteins in uninjured hearts 48 hours after heat stress.** Proteins were mapped to gene probes to compare differentially expressed proteins and genes in animals with uninjured hearts. Proteins expressed at ±1.3-fold and their respective genes (±2-fold) are represented by red squares. Proteins and genes which mapped together but did not meet significance at the gene level are represented as blue diamonds. Genes (green triangles) or proteins (purple triangles) that were expressed and significant, but did not map together, are plotted along the axes. For clarity, only the gene designations are listed.

**Figure 8:**
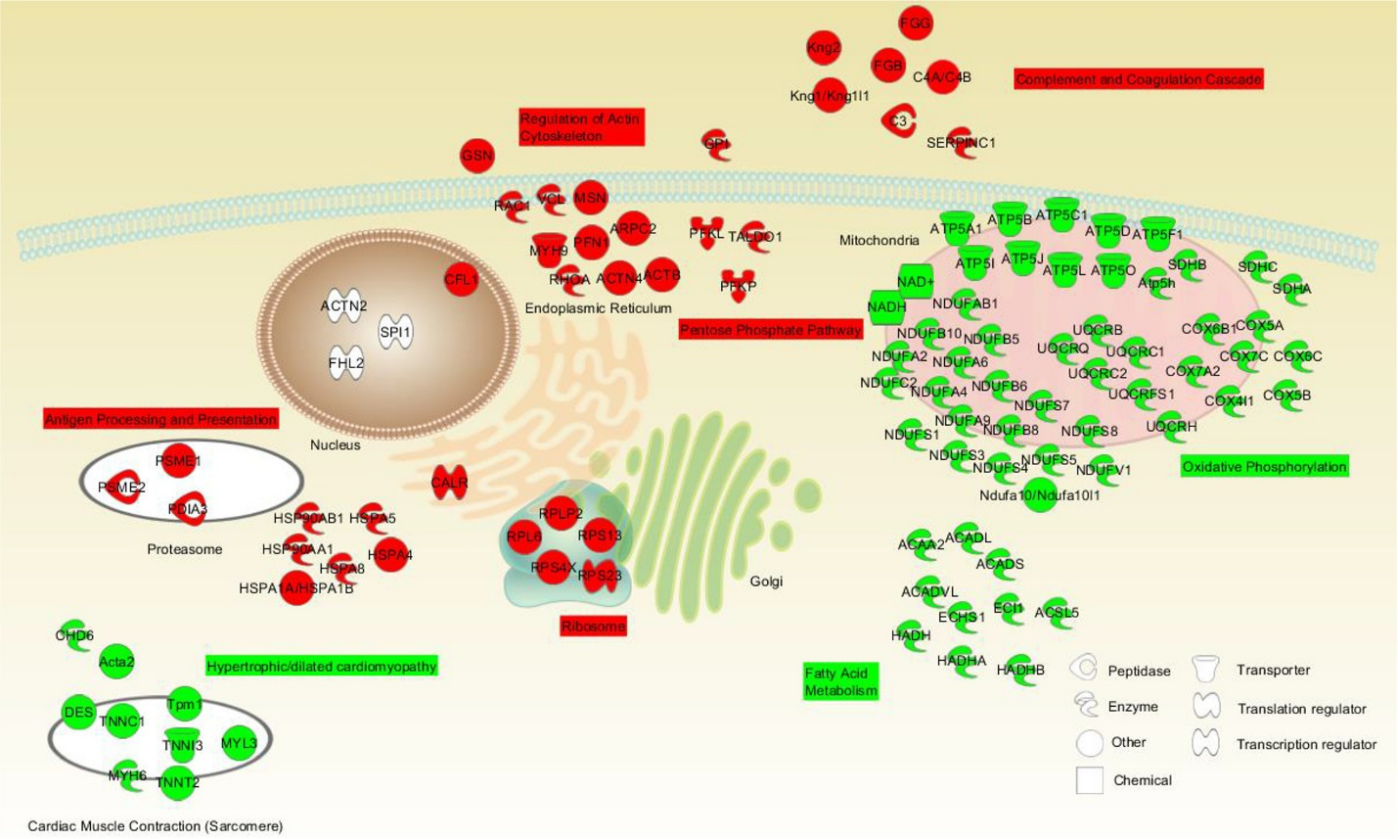
**Aggregation propensities for modulated pathways.** Proteins and genes with concordant differential expression in heat-injured animals at 48 hours were mapped to subcellular localization (see Figure 6). Up-regulated proteins/gene pairs mapped to the KEGG pathways Ribosome, Antigen Processing and Presentation, Regulation of Actin Cytoskeleton, Complement and Coagulation Cascade, and Pentose Phosphate Pathway. Down-regulated protein/gene pairs mapped to Hypertrophic/Dilated Cardiomyopathy and Cardiac Muscle Contraction, Fatty Acid Metabolism, and Oxidative Phosphorylation. Gene/protein pairs are mapped to target subcellular organelles. For simplicity in presentation, only protein designations are shown.

### Protein aggregation and supersaturation by subcellular localization in heart tissue

Supersaturation (i.e., high cellular concentration of proteins with a high propensity to aggregate) of proteins has been associated with some of the KEGG pathways we found modulated by heat stress. Many of the KEGG pathways we identified as enriched in heat-injured animals at 48 hours have been associated with neurodegenerative protein misfolding disorders, including Oxidative Phosphorylation (and the related pathways Alzheimer’s Disease, Parkinson’s Disease, and Huntington’s Disease), Cardiomyocyte Contractility, and Proteasome [79]. In addition, proteins in these biochemical pathways have a combined high propensity to aggregate and elevated concentrations in proteotoxic diseases characterized with protein misfolding [79]. Because heat induces protein misfolding and dysregulation, we investigated whether proteins affected by heat stress and heat injury had higher propensities to aggregate as a function of subcellular organelle localization (Figure 9 and Additional file 12: Table S10).

**Figure 9:**
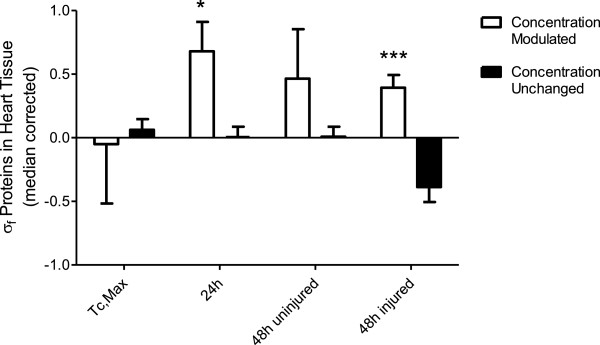
**Preferential increase in propensity to aggregate in proteins modulated by heat stress at 24 and 48 hours with histopathological evidence of cardiac injury.** Median-corrected supersaturation scores (σ_f_) were calculated for proteins which changed (white bars) or remained unchanged in abundance as measured by mass spectrometry after heating as described by Ciryam *et al.*[79].

The supersaturation scores for proteins modulated after heating at 24 hours and at 48 hours in heat-injured animals (Figure 9; *p*<0.05), but not at T_c,Max_, was higher than for proteins whose abundance was unchanged at these time points. Average supersaturation score of proteins modulate in animals without evidence of cardiac injury at 48 hours was also higher, but was not significantly different from the average for the unchanged proteins (in part due to a smaller number of proteins changing in abundance at 24 hours vs 48 hours). These data indicate that: (1) preferential modulations in abundance of proteins with high supersaturation scores occur as early as 24 hours; and (2) proteins prone to aggregation are more likely to be regulated in cardiac injured rats than in animals that do not show histopathological evidence of injury at 48 hours. This suggests that protein aggregation is contributing to changes in protein abundance and perturbation of the biological processes associated with these proteins. Further, aggregation as a result of heating is possibly a leading mechanism in the heat injury observed at 48 hours.

## Conclusion

Here, we present a global characterization of gene and protein response to heat stress in a conscious rat model that provides new insight into the regulatory processes associated with heat stress and recovery. *1*) Transcriptional analyses of the heart, lung, liver, and kidney at T_c,Max_ revealed a consensus heat stress-induced gene response that was enriched for genes related to protein folding and the regulation of apoptosis. *2*) We used self-organizing maps to group genes into clusters of similar expression profiles in animals with evidence of similar histopathologies. In the hearts of three animals at 48 hours, significantly enriched Oxidative Phosphorylation, Parkinson’s Disease, Huntington’s Disease, Antigen Processing and Presentation, and Cardiac Muscle Contractility KEGG pathways were consistent with protein-folding disorders, mitochondrial dysfunction, and perturbation in cellular energetics. *3*) Transcriptional responses were corroborated by the results of proteomic analysis in heat-injured cardiac tissue at 48 hours, with pathway analysis, protein aggregation scores, and subcellular localization supporting up-regulation of proteins and genes in Ribosome, Antigen Processing and Presentation, Regulation of Actin Cytoskeleton, Complement and Coagulation Cascade, and Pentose Phosphate Pathway, and downregulation of Hypertrophic/Dilated Cardiomyopathy, Fatty Acid Metabolism, and Oxidative Phosphorylation (Figure 8). Proteins involved in Antigen Processing and Presentation emerge as early as 24 hours. Disruption in these mitochondrial mediators and deficits in pathways related to energetics precede large changes in mediators of oxidative phosphorylation and protein folding disorders by 48 hours in heat-injured cardiac tissue. *5*) Supersaturation scores indicated an increased propensity to aggregate in proteins changing in abundance after heat stress at 24 hours and 48 hours. Increased propensity to aggregate at 48 hours in animals with histopathological evidence of heat injury was more pronounced than in animals without cardiac injury. Disruption in protein folding and the resulting aggregation is likely to contribute to the persistent subcellular indicators of energy crisis and regulation of apoptosis observed in heat-injured animals.

The Fischer 344 strain was chosen because they do not gain body weight as quickly as Sprague–Dawley, which can have a large impact on thermal dynamics. It is possible that naturally occurring lesions in the heart were exacerbated by heat stress, however, only those with severe lesions were correlated with animals that demonstrated both gene and protein alterations (i.e. uninjured animals, with or without background lesions, were indistinguishable at the molecular level). It is important to note that many humans have pre-existing conditions leading to heat susceptibility, and it is possible to extrapolate our findings to these populations. Given that most heat stroke deaths occur in the elderly, this would be particularly relevant to those populations, although not exclusive. Future studies should attempt to corroborate the findings of our study using rat strains less susceptible to the congenital cardiomyopathy phenotype. Further, intermediate time points between T_c,Max_, 24 hours, and 48 hours should be investigated to more accurately chronicle the initiation and progression of organ injury in the heart. However, our model may prove useful in identifying and understanding mediators of heart injury after heat stress in susceptible individuals.

This work in heat-stressed animals provides the basis for an assessment of global gene and protein responses in future heat-stroke–induced organ injury experiments. Top-down integration of heat-induced changes in metabolomics, proteomics, and transcriptomics (to include small RNA) will provide the foundation for a computationally based linkage to human three-dimensional thermoregulation models. Anchoring these systemic stress responses to the physiological model of heat stroke will provide further insight into predicting risk, severity, and timing of organ injury in response to hyperthermia. Such a model will potentially accelerate the development of strategies to improve prevention, classification, and treatment of heat-related illnesses.

## Methods

### Animal model and tissue collection

*In vivo* rat experiments were performed at the US Army Research Institute of Environmental Medicine. The Institutional Animal Care and Use Committee approved all experimental procedures, which complied with the American Physiological Society’s guiding principles for research involving animals and the Guide for Care and Use of Laboratory Animals. As previously described [20], we utilized male Fischer 344 rats (F344; n = 36; Charles River Laboratories, Stone Ridge, NY) weighing 234–336 g (~2–3 months old). Briefly, rats were housed under standard laboratory conditions (22°C, 12:12 hours light:dark cycle, lights on at 6:00 AM) in an Association for Assessment and Accreditation of Laboratory Animal Care–accredited facility. We provided chow (Harlan Teklad, LM-485, Madison, WI) and water *ad libitum* [84]. Rats were implanted with TL11M2-C50-PXT PhysioTel® Multiplus Transmitters (Data Sciences International, St. Paul, MN) to measure core temperature (T_c_; ±0.25°C), heart rate (HR; bpm, beats per minute), and mean arterial pressure (MAP; ±3 mm Hg).

We conducted all experiments in conscious, free-moving animals, as previously described [20]. We used 36 rats with remote telemetry implants for this study (Figure 1). Briefly, we placed rats in the heat-stress arm of the experiment into a floor-standing incubator (Thermo Scientific, Ashville, NC) set at room temperature (22°C) 24 hours prior to initiation of heat stress experiments. Rats in the control arm (n=18) were never introduced to the incubator environment and were kept at a normal housing temperature. Once T_c_ ≤ 37.3°C was measured (Figure 1), we weighed the control rats and returned them to their original cages for the remainder of the experiment. Rats in the heat-stress arm were heated in the incubator at 37.0 ± 0.2°C until reaching a T_c_ of 41.8°C (T_c,Max_). Six heat-stressed rats were weighed at T_c,Max_ and euthanized as previously described [20]. The remaining rats were placed in a new cage at the ambient housing temperature (22.0 ± 0.2°C) and euthanized at 24 hours (n=6) or 48 hours (n=6) (Figure 1). Six time-matched controls were euthanized at times corresponding to T_c,Max_, 24 hours, and 48 hours in the heat-stress arm. Time points were chosen to maximize the likelihood of observing changes in gene expression and to reflect the clinical observation that recovery from heat exhaustion usually takes 24 to 48 hours following mild injury. We provided control and experimental animals with food and water *ad libitum* throughout recovery.

### Physiological and hematological parameters

We measured body weight (BW) on a top-loading balance with an accuracy of ±0.1 g. The difference between pre- and post-heat BW was used as an indicator of percent dehydration using the following calculation: [(post–heat-stress BW – pre–heat-stress BW)/pre–heat-stress BW] × 100. We did not take into account changes in body weight due to urine or feces loss. Rats were deeply anesthetized under isoflurane anesthesia, and a thoracotomy was performed, followed by a cardiac puncture to collect blood for hematologic analysis. We determined hemoglobin (hgb) and hematocrit (hct) using a VetScan HM5 Hematology System (Abaxis, Union City, CA), and BUN (mg/dL) using a handheld iStat clinical analyzer (Abbott Laboratories, Abbott Park, IL) and 95 μL of the collected blood. We placed the remaining blood in heparinized tubes and immediately stored it on ice. Plasma was isolated via centrifugation (4°C; 5 minutes, ~2,000 rpm), placed in aliquots, and stored at -80°C until assays were performed. We determined plasma alanine aminotransferase (ALT) (U/L) and aspartate aminotransferase (AST) levels (U/L) in duplicate using the Poly-Chem® System (Polymedco Inc., Cortlandt Manor, NY) per manufacturer specifications. Precision of the ALT and AST assays were valid to a minimum of ±10 U/L and ±12.1 U/L, respectively. Statistical significance among groups was determined by Kruskal-Wallis analysis of variance with post-hoc Tukey’s honest significant differences test relative to control, with an α of 0.05 denoting statistical significance.

### Histopathology

Fixed tissues (heart, liver, lung, and kidney) were mounted and hematoxylin and eosin (H&E)-stained (IHC World, Woodstock, MD). A total of 24 rats were separated into three groups: T_c,Max_, 24 hours recovery, and 48 hours recovery. Each group comprised six heat-stressed and two time-matched control animals. We performed serial sections to produce 20 unstained slides per tissue, with three to five sections per slide. Experimental Pathology Laboratories® (Sterling, VA) conducted the histopathological evaluation. The magnitude of inflammatory or degenerative lesions was graded on a scale of 1 to 5, with grade 1 being minimal and grade 5 being severe (See Additional file 1: Table S1, Additional file 2: Table S2, Additional file 3: Table S3).

### Isolation of RNA

Frozen tissues (heart, lung, liver, and kidney) stored at -80°C in cryovials were placed on dry ice, cut into aliquots with a sterile scalpel on a pre-chilled titanium block, and placed in new tubes pre-chilled on dry ice. The block was washed with RNase *Zap* (Ambion, Life Technologies, Grand Island, NY) between samples. While working on dry ice, whole tissues (~25 mg) from the lung, liver, and kidney were cut from each sample and placed in 700 μl of QIAzol Lysis Reagent. Samples were homogenized with a TissueLyzer LT (Qiagen, Valencia, CA) for 5 minutes at 25 Hz twice, allowed to sit at room temperature for 5 minutes, then placed at -80°C.

We homogenized heart tissue with a 6750 Freezer/Mill with three sample microvials (Spex SamplePrep, Metuchen, NJ). Approximately 1 cm^3^ of heart tissue was cut, dipped into liquid nitrogen, and then placed into pre-assembled and pre-chilled microvials containing 200 μL of QIAzol. An impactor was added to each microvial, securely capped, and placed in the mill. The Freezer/Mill settings were as follows: T_1_ run time = 3 min, T_2_ intermission = 1 min, T_3_ pre-cool = 5 min, rate = 15, and cycles = 2. After completion, we added 500 μL of QIAzol to each vial, allowed the vial to sit at room temperature for 5 minutes, transferred the sample to a microfuge tube, and then placed it at -80°C.

The following day, we allowed all samples to thaw and isolated the RNA using the miRNeasy 96 kit (Qiagen), according to manufacturer’s instructions. The quality and quantity of RNA samples were evaluated with a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA), using the Agilent RNA 6000 Nano Reagents, and a multiwell Nanodrop 8000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA).

### Affymetrix gene array

We prepared cDNA from total tissue RNA using the Ambion Whole Transcript (WT) Expression Kit (Ambion) according to manufacturer’s recommendations, fragmenting the cDNA using the GeneChip WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA). Following manufacturer’s instructions, we prepared labeled cDNA, trays, and arrays with the GeneTitan Hybridization, Wash and Stain Kit for WT array plates (Affymetrix). Samples were then applied to the Rat Gene 1.1 ST 16 Array Plate or 24 Array Plate and placed in the GeneTitan System (Affymetrix), according manufacturer’s recommendations. Of the 144 arrays, 2 liver, 1 lung, and 1 heart array did not pass the GeneTitan scanning quality control. Thus, 4 arrays (2.7%) were excluded from further analysis.

### Gene array data analysis

For each organ, we normalized arrays using an extension of the PLIER (Probe Logarithmic Intensity Error) algorithm, called the iterPLIER procedure, in the Affymetrix Expression Console [84]. The iterPLIER (exon level) procedure discards feature sets which perform poorly, as described by Qu *et al.* [85]. We imported the resulting CHP files into Partek. Affymetrix library files included all available reference files related to RaGene-1_1-st-v1.na32.rn4. To address signal variance following the iterPLIER analysis, we applied a variance-stabilizing transformation (PLIER+16) to raw intensity (Guide to PLIER Estimation) [84]. Standard deviation for each transcript ID were determined across all samples for each organ, and we removed those lower than the median and retained the remaining transcript IDs for determination of differentially expressed genes and as background for our pathway analysis of each organ. The low-variance criterion from Bourgon *et al.* [86] was implemented by computing and sorting the expression variance of each gene over the complete condition set, then removing the low-variance genes (lower half). To determine DEGs, a two-way analysis of variance (ANOVA) was conducted for each organ, and gene lists were generated by applying a two-fold change cutoff with the Benjamini-Hochberg False Discovery Rate (FDR <0.05) [87, 88]. Microarray data described in this study have been deposited in the Gene Expression Omnibus database with accession number GSE56740.

### Gene Set enrichment analysis

DEGs were analyzed for enriched GO terms using Partek. We considered only terms with <500 members and removed terms with <4 members identified. Additionally, only terms with enrichment scores above two-fold with *p*-values below 0.05 were reported. Gene lists were examined with the gene set analysis tools in Partek software and DAVID [24, 25]. Enriched KEGG pathways and FACs (functional annotation clusters) were determined using default settings for each organ. Transcript IDs from functionally associated clusters with an enrichment score >2.0 were consolidated and redundant genes removed. Gene lists were consolidated and sub-categorized to account for redundant annotation terms comprising FACs. For representation purposes, unique transcripts were consolidated from similar FACs.

### ITRAQ proteomic analysis

We dried 100 μg of protein in a centrifugal evaporator and prepared the sample for mass spectrometry according to the iTRAQ reagent protocol (SCIEX, Framingham, MA). Samples were reduced in 50 mM tris-(2-carboxyethyl) phosphine, cysteines were blocked in 200 mM methanethiosulfonate, and proteins were digested in 5 μg trypsin overnight. We fractionated the samples using a Polysulfomethyl A column (200 × 4.6 mm, 5 μm, 1000 Å, PolyLC, Columbia, MD) at a flow rate of 0.95 μL/min. An Agilent 1100 high performance liquid chromatography (HPLC) equipped with an autosampler with an expanded injection loop and needle seat, diode array detector, fraction collector and Chemstation data system was used for the separation. The column compartment was set to 35°C, and 1 mL of the sample was injected. The solvents used for the separation were solvent A (distilled water), solvent B (500 mM ammonium formate, and 3% formic acid in water), and solvent C (acetonitrile). The initial conditions were 73% A: 2% B: 25% C. A linear gradient was performed to 75% B: 25% C in 20 minutes, with a stop time of 30 min. One-minute fractions were collected starting at 4 minutes and continuing until 19 minutes, producing 15 fractions. Samples were dried and reconstituted in 80 μL of 0.1% formic acid. Following reconstitution, fractions 1, 13, 14, and 15 were combined into one sample, dried, and reconstituted again in 80 μL of 0.1% formic acid.

We separated the peptides using a Thermo Scientific Proxeon EASY nano-LC prior to direct injection into a Thermo Orbitrap Velos mass spectrometer (ThermoScientific Corp, West Palm Beach, FL). The peptides were trapped using an Agilent Zorbax C-18 5 × 0.3 mm, 5 μm particle size column. The analytical separation was performed using a Waters NanoAcquity UPLC column BEH C18 100 μm × 100 mm, 1.7 μm particle. Ten microliters of the sample were loaded on the column and flushed with 60 μL of 0.1% formic acid in water. The solvents used were 0.1% formic acid in water (Buffer A) and 0.1% formic acid in acetonitrile (Buffer B) were used. The gradient profile was as follows: initially 3% B, 45% B at 90 minutes, 95% B at 100 minutes, 95% B at 115 minutes, 3% B at 116 min, and the analysis stopped at 120 minutes. The flow rate was 0.30 μL/min. Precursor selection was done in a Thermo Orbitrap using 100,000 resolution. The top 10 peptides, based on intensity, were selected for fragmentation. Sample sets were analyzed with a single scan, using stepped higher-energy collisional dissociation from 40 and 50 V. Species with single or unidentified charge states were excluded from precursor ion selection. Dynamic exclusion was used with a 20-second window.

We processed mass spectral data using Thermo Proteome Discoverer 1.3 (ThermoFisher Scientific) and searched for samples using the Sequest-generated randomized rat database based on all *Rattus norvegicus* sequences found in the National Center for Biotechnology Information (NCBI) Reference Sequence Database (4-12-2012), with the mass tolerance values set at 10 ppm for precursor ions and 0.8 Da for fragment ions [89]. Other parameters included fixed-modification methylthio (cysteine) and iTRAQ™ 8-plex (N-terminus/lysine). The variable modifications allowed were oxidation (methionine), phosphylation (serine/tyrosine/threonine), acetylation (histidine/serine/tyrosine/threonine), modification by N-acetylglucosamine (asparginine/serine/threonine), modification by hexose-linked N-acetylglucosamine (serine/threonine) and iTRAQ™ 8-plex (tyrosine). Scans having peptide identifications with a 1% FDR were used for quantification. Reporter ions were quantified with a mass tolerance window of 20 ppm using the most confident centroid. Reporter ion intensities were corrected using the Discoverer 1.3 default method of iTRAQ™ 8-plex mass tags by Applied Biosystems optimized for ThermoFisher Scientific.

### Quantitative iTRAQ data analysis

To quantitate peptide and protein identifications from MS/MS spectra, we used Scaffold Q+ (version Scaffold 4.2.1, Proteome Software Inc., Portland, OR). Peptide identifications of greater than 95.0% probability by the Scaffold Local FDR algorithm were accepted, and protein identifications of greater than 99.0% probability with at least two identified peptides and probabilities were assigned by the Protein Prophet algorithm [90]. To satisfy the principles of parsimony, we grouped into clusters the proteins containing similar peptides not differentiable by MS/MS analysis alone, correcting channels as described in i-Tracker [91]. Acquired intensities in the experiment were globally normalized across all acquisition runs, and individual quantitative samples were normalized within each acquisition run. We normalized intensities for each peptide identification within the assigned protein, and normalized the reference channels to produce a 1:1 fold change. All normalization calculations were performed using medians to multiplicatively normalize data. Differentially expressed proteins were determined using a ±1.3-fold threshold as described by Ahn *et al.* [92].

### Calculation of supersaturation scores

Supersaturation scores were calculated based on the methods of Ciryam *et al.* [79]. Briefly, supersaturation scores are the sum of propensity to aggregate and the log of the protein concentration normalized to the median score for all proteins detected. The propensity to aggregate for unfolded proteins (Z_agg_) and proteins in their native state (Z^SC^_agg_) were kindly calculated by Tartaglia and Venduscolo for all proteins identified by our MS analysis [92]. Protein abundance was estimated based on the sum of the total ion intensity for the top three most abundant peptide ions, which has been shown to correlate well with protein abundance [93]. Precursor ion intensities determined by extracted ion chromatograms in Proteome Discoverer were summed across all fractions and charge states. For peptides where multiple precursor intensities were reported within a fraction, only the highest intensity was used. Only proteins with three identified peptides were used in this analysis. Total ion intensity for all samples in a single iTRAQ experiment was converted to sample ion intensities using the protein ratio data from Scaffold. Ion intensity were converted to protein concentrations using the known concentration of human homologs MB, HBB, CKM, MYL2, GAPDH, FABP3, and LDHB [94]. Average supersaturation scores were calculated for proteins whose abundance changed (>±1.3 fold) or didn’t change (<±1.1) between an experimental condition and the time matched control. A one way ANOVA with post hoc Bonferroni correction Statistics was conducted in Graphpad Prism (v5). Data is plotted as mean +/- standard error of the mean.

## Electronic supplementary material

Additional file 1: Table S1: Table summarizing the blood chemistry data.

Additional file 2: Table S2: Table listing the histopathologies in animals at T_c,Max_.

Additional file 3: Table S3: Table listing the histopathologies in animals 24 hours after heat stress.

Additional file 4: Figure S1: Figure illustrating the histopathological evidence of kidney and liver injury that occurred in one rat 24 hours after heat stress.

Additional file 5: Table S4: Table of histopathologies 48 hours after heat stress.

Additional file 6: Table S5: Table of all differentially expressed genes in the heart, liver, lung, and kidney at T_c,Max_, 24 hours, and 48 hours.

Additional file 7: Table S6: Table listing the enriched GO terms by organ at T_c,Max_, 24 hours, and 48 hours.

Additional file 8: Table S7: Table listing DEGs mapping to KEGG pathways and genes of interest identified by self-organizing maps for both the heart (48 hours) and liver (24 hours).

Additional file 9: Table S8: Table listing the functional annotation clusters identified by DAVID analysis.

Additional file 10: Figure S2: Figure showing the self-organizing maps identifying gene nodes enriched in the liver at 24 hours.

Additional file 11: Table S9: Table of differentially expressed proteins (DEP) identified by quantification of normalized intensities by iTRAQ proteomics.

Additional file 12: Table S10: Table listing supersaturation score calculations.

Additional file 13: Table S11: Table listing the KEGG pathways modulated in proteins after heat stress.

## Abbreviations

AIRAP: Arsenite-inducible RNA-associated protein
ALT: Alanine aminotransferase
ANOVA: Analysis of variance
AST: Aspartate aminotransferase
*Atf3*: Activating transcription factor 3
BP: Biological processes
BUN: Blood urea nitrogen
BW: Body weight
CALR: Calreticulin precursor
CC: Cellular component
cHSR: Consensus heat stress response
CREB: Cyclic AMP response element-binding
DAVID: Database of Annotation, Visualization and Integrated Discovery
DEG: Differentially expressed genes
ER: Endoplasmic reticulum
FAC: Functional annotation clusters
FDR: False discovery rate
GO: Gene ontology
Hadh: Hydroxyacyl-coenzyme A dehydrogenase
hct: Hematocrit
HD: Huntington’s disease
hgb: Hemoglobin
HR: Heart rate
*Hsf1*: Heat shock factor 1
HSP: Heat shock protein
ID: Identifier
iTRAQ: Isobaric tag for relative and absolute quantitation
KEGG: Kyoto Encyclopedia of Genes and Genomes
LPS: Lipopolysaccharide
MAPK: Mitogen-associated protein kinase
MF: Molecular functions
NCBI: National Center for Biotechnology Information
OP: Oxidative phosphorylation
P: Proteasome
PD: Parkinson’s disease
PF: Protein folding
PLIER: Probe logarithmic intensity error
RA: Regulation of apoptosis
SIRS: Systemic inflammatory response syndrome
TLR: Toll-like receptor.

# Supplementary material for: Patterns of gene expression associated with recovery and injury in heat-stressed rats
**Source:** BMC Genomics. 2014 Dec 3;15(1):1058. doi: 10.1186/1471-2164-15-1058
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: Table summarizing the blood chemistry data.

|  | **Control** | **Heat, T_c,Max_** | **Heat, 24 h** | **Heat, 48 h** |
| --- | --- | --- | --- | --- |
| **Parameter** | **Mean ± SD** | **Mean ± SD** | **Mean ± SD** | **Mean ± SD** |
| Change in body weight (% control) | 100.0 ± 0% | 92.4 ± 1.6% * | 92.1 ± 12.7% | 99.0 ± 3.0% |
| ***Hematology*** | | | | |
| White blood cells (10^9^/L) | 5.1 ± 2.0 | **2.0 ± 0.9 *** | 6.5 ± 1.5 | 5.2 ± 0.9 |
| Red blood cells (10^12^/L) | 7.5 ± 1.1 | **9.5 ± 0.5 *** | 8.1 ± 0.5 | 8.1 ± 0.5 |
| Hemoglobin (g/dL) | 12.8 ± 2.4 | **16.3 ± 0.9 *** | 14.0 ± 0.4 | 14.0 ± 0.9 |
| Hematocrit (%) | 37.4 ± 5.5 | **46.9 ± 3.1 *** | 41.5 ± 1.6 | 41.0 ± 3.1 |
| ***Liver/Kidney Function*** | | | | |
| Alkaline phosphatase (ALP) (U/L) | 274.9 ± 28.0 | 280.3 ± 25.7 | 237.0 ± 36.4 | 241.2 ± 25.7 |
| Alanine aminotransferase (ALT) (U/L) | 66.8 ± 10.2 | 97.0 ± 20.2 | 124.7 ± 98.7 | 93.4 ± 20.2 |
| Total bilirubin (mg/dL) | 0.2 ± 0.0 | 0.2 ± 0.1 | 0.3 ± 0.1 | 0.3 ± 0.1 |
| Albumin (g/dL) | 4.6 ± 0.6 | **5.9 ± 0.5 *** | 3.6 ± 0.4 | 4.4 ± 0.5 |
| Blood urea nitrogen (mg/dL) | 15.2 ± 1.7 | **28.5 ± 3.3 *** | 14.7 ± 2.5 | 14.6 ± 3.3 |
| ***Electrolytes*** | | | | |
| Na (mmol/L) | 137.4 ± 0.8 | **146.8 ± 4.1 *** | 137.3 ± 1.0 | 137.7 ± 4.1 |
| K (mmol/L) | 3.9 ± 0.3 | 4.5 ± 0.8 | 4.2 ± 0.3 | 4.4 ± 0.8 |
| Cl (mmol/L) | 99.4 ± 0.9 | **107.0 ± 6.2 *** | 101.0 ± 2.2 | 99.7 ± 6.2 |
| *, p<0.05 by Kruskal-Wallis analysis of variance with post-hoc Tukey HSD [honest significant differences] test relative to control (bold); SD, standard deviation | | | | |

**Additional File 1.** Summary table of blood chemistries in control and heat-stressed rats

# Supplementary material for: Patterns of gene expression associated with recovery and injury in heat-stressed rats
**Source:** BMC Genomics. 2014 Dec 3;15(1):1058. doi: 10.1186/1471-2164-15-1058
**Supplement:** Supplementary file 2 — Additional file 2: Table S2: Table listing the histopathologies in animals at Tc,Max.

**Additional File 2.** Histopathological findings in rats at T_c,Max_

|  | Animal Number | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Heat-Stressed | | | | | | Control | |
|  | T_c,Max_ 7 | T_c,Max_ 8 | T_c,Max_ 9 | T_c,Max_ 10 | T_c,Max_ 11 | T_c,Max_ 12 | T_c,Max_ 1 | T_c,Max_ 2 |
| **Heart** |  |  |  |  |  |  |  |  |
| Cardiomyopathy | 1 | 0 | - | - | - | 1 | 1 | - |
| Inflammation, subacute, with cardiomyocyte degeneration and loss | - | 0 | - | - | - | - | - | - |
| **Kidney** |  |  |  |  |  |  |  |  |
| Chronic progressive nephropathy | - | 1 | - | - | 1 | - | 3 | - |
| Pelvic dilatation | - | - | - | - | - | - | - | 4 |
| Necrosis, tubular, diffuse, acute | - | - | - | - | - | - | - | - |
| Proteinosis | - | - | - | - | - | - | - | - |
| Proteinosis, tubular, diffuse | - | - | - | - | - | - | - | - |
| **Liver** |  |  |  |  |  |  |  |  |
| Inflammation, chronic | 1 | 1 | - | 1 | - | - | 1 | - |
| Pigment, intracellular | - | 2 | 2 | - | 1 | - | - | 1 |
| Necrosis, focal | - | - | - | - | - | - | - | - |
| Necrosis, focal with acute inflammation | - | - | - | - | - | - | - | - |
| Necrosis, periportal, acute | - | - | - | - | - | - | - | - |
| Inflammation, periportal, mixed cell, with oval cell hyperplasia | - | - | - | - | - | - | - | - |
| Necrosis, single cell | - | - | - | - | - | - | - | - |
| **Lung** |  |  |  |  |  |  |  |  |
| Athracosilicosis | - | - | 2 | - | - | - | - | 2 |
| Hemorrhage, focal | - | - | 2 | - | - | - | - | - |

# Supplementary material for: Patterns of gene expression associated with recovery and injury in heat-stressed rats
**Source:** BMC Genomics. 2014 Dec 3;15(1):1058. doi: 10.1186/1471-2164-15-1058
**Supplement:** Supplementary file 3 — Additional file 3: Table S3: Table listing the histopathologies in animals 24 hours after heat stress.

**Additional File 3.** Histopathological findings in rats at 24 hours

|  | Animal Number | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Heat-Stressed | | | | | | Control | |
|  | 24-7 | 24-8 | 24-9 | 24-10 | 24-11 | 24-12 | 24-1 | 24-2 |
| **Heart** |  |  |  |  |  |  |  |  |
| Cardiomyopathy | 1 | - | - | 0 | - | - | - | - |
| Inflammation, subacute, with cardiomyocyte degeneration and loss | - | - | - | 0 | - | - | - | - |
| **Kidney** |  |  |  |  |  |  |  |  |
| Chronic progressive nephropathy | - | - | - | - | - | - | - | - |
| Pelvic dilatation | - | - | - | - | - | - | - | - |
| Necrosis, tubular, diffuse, acute | - | - | - | - | 3 | - | - | - |
| Proteinosis | - | - | - | - | - | - | - | - |
| Proteinosis, tubular, diffuse | - | - | - | - | 3 | - | - | - |
| **Liver** |  |  |  |  |  |  |  |  |
| Inflammation, chronic | 1 | - | 1 | - | - | - | 1 | 1 |
| Pigment, intracellular | 1 | - | - | - | - | - | - | - |
| Necrosis, focal | - | - | - | - | - | - | - | 1 |
| Necrosis, focal with acute inflammation | - | - | - | - | - | - | - | - |
| Necrosis, periportal, acute | - | - | - | - | 4 | - | - | - |
| Inflammation, periportal, mixed cell, with oval cell hyperplasia | - | - | - | - | - | - | - | - |
| Necrosis, single cell | - | - | - | - | - | - | - | - |
| **Lung** |  |  |  |  |  |  |  |  |
| Athracosilicosis | 2 | - | - | - | - | - | - | - |
| Hemorrhage, focal | - | - | - | - | - | - | - | - |

# Supplementary material for: Patterns of gene expression associated with recovery and injury in heat-stressed rats
**Source:** BMC Genomics. 2014 Dec 3;15(1):1058. doi: 10.1186/1471-2164-15-1058
**Supplement:** Supplementary file 4 — Additional file 4: Figure S1: Figure illustrating the histopathological evidence of kidney and liver injury that occurred in one rat 24 hours after heat stress.

**Additional File 4.** **Histopathological evidence of kidney and liver injury 24 hours after heat stress in a single rat (hematoxylin and eosin staining). (A)** 20x and **(B)** 200x magnification of kidney sections indicate degeneration and necrosis of the kidney tubular epithelium in a single heat-stressed rat at 24 hours. Pink fluid in the tubules (arrows) may indicate protein accumulation due to disruption of the functioning nephron. **(C)** 20x and **(D)** 200x magnification of liver sections from the same rat with focal areas of acute necrosis in hepatocytes surrounding the periportal regions of the liver (arrows).

# Supplementary material for: Patterns of gene expression associated with recovery and injury in heat-stressed rats
**Source:** BMC Genomics. 2014 Dec 3;15(1):1058. doi: 10.1186/1471-2164-15-1058
**Supplement:** Supplementary file 5 — Additional file 5: Table S4: Table of histopathologies 48 hours after heat stress.

**Additional File 5.** Histopathological findings in rats at 48 hours

|  | Animal Number | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Heat-Stressed | | | | | | Control | |
|  | 48-7 | 48-8 | 48-9 | 48-10 | 48-11 | 48-12 | 48-1 | 48-2 |
| **Heart** |  |  |  |  |  |  |  |  |
| Cardiomyopathy | 1 | - | - | 1 | - | - | - | 1 |
| Inflammation, subacute, with cardiomyocyte degeneration and loss | - | 2 | 3 | - | 3 | 3 | - | - |
| **Kidney** |  |  |  |  |  |  |  |  |
| Chronic progressive nephropathy | - | - | - | - | - | - | - | - |
| Pelvic dilatation | - | - | - | - | - | - | - | - |
| Necrosis, tubular, diffuse, acute | - | - | - | - | - | - | - | - |
| Proteinosis | - | - | 1 | - | 2 | 2 | - | - |
| Proteinosis, tubular, diffuse | - | - | - | - | - | - | - | - |
| **Liver** |  |  |  |  |  |  |  |  |
| Inflammation, chronic | - | - | 1 | - | - | - | 1 | 1 |
| Pigment, intracellular | - | - | - | - | - | - | - | - |
| Necrosis, focal | - | - | - | - | - | - | - | - |
| Necrosis, focal with acute inflammation | 1 | - | - | - | - | - | - | - |
| Necrosis, periportal, acute | - | - | - | - | - | - | - | - |
| Inflammation, periportal, mixed cell, with oval cell hyperplasia | - | - | - | - | - | 2 | - | - |
| Necrosis, single cell | - | - | - | - | - | 2 | - | - |
| **Lung** |  |  |  |  |  |  |  |  |
| Athracosilicosis | - | - | 2 | - | - | 2 | - | - |
| Hemorrhage, focal | - | - | - | - | - | 2 | - | - |

# Supplementary material for: Patterns of gene expression associated with recovery and injury in heat-stressed rats
**Source:** BMC Genomics. 2014 Dec 3;15(1):1058. doi: 10.1186/1471-2164-15-1058
**Supplement:** Supplementary file 10 — Additional file 10: Figure S2: Figure showing the self-organizing maps identifying gene nodes enriched in the liver at 24 hours.

**Additional File 10.** Liver self-organizing map (SOM). SOM clusters identified in the liver of heat-stressed animals (top row) and time-matched controls at 24 hours (n=6 rats per group). Node 1 identified 667 genes that are down-regulated and node 2 identified 670 genes up-regulated among the total background of 13787 genes in liver. The pathways enriched are below (**bolded terms** were also p<0.05, FDR-adjusted). Animal 12 showed evidence of histopathology in the liver (see Additional File 4).

How the deposited data were processed for this re-analysis (not part of the article)

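Gene expression was measured on Affymetrix Rat Gene ST arrays in heart, liver, kidney and lung of heated male Fischer 344 rats and of controls killed at the same times. The authors made the deposited values with the iterPLIER method in Affymetrix Expression Console, for each organ apart, as intensities on a linear scale. Their methods add an offset of 16 before the logarithm, and the deposited values do not hold it, so log2(intensity + 16) was taken here. On this scale the fold changes of the consensus transcripts in Table S5 were checked against the values and matched within 1% for 312 of 312. Probe-level files were not used here.

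Each array's organ, time and treatment came from the sample labels, and each label was matched to a column of the values. The labels of the 48 h rats do not give their injury status, so heated rats of a time were kept as 1 group and no injured or uninjured subgroup was formed. Protein, tissue section and blood measurements were not analysed here, and no functional term enrichment of the paper was repeated. Transcript IDs were named by the platform's annotation where it gives a single gene (18644 IDs, with 17245 distinct symbols). The 962 IDs with several genes there got no name from it, 148 IDs without a single gene there took the symbol that Table S5 prints, and the remaining 10422 of the 29214 IDs have no name, most of the 962 among them.

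Differential expression was tested in R 4.3.3 with limma 3.58.1: a mean for each of the 6 groups of an organ, moderated variances, and heated minus control as the contrast at each time. In each organ the 50% of the IDs with the larger SD over all arrays was tested, as the paper's methods filter on variation. Calls needed an adjusted p under 0.05 (Benjamini-Hochberg over the tested IDs) and a 2-fold change. Gene lists were tested with camera of limma on 1 ID per gene, the one with the highest mean level, at its preset correlation and again with an estimated correlation. Comparisons of list or node means between heated and control rats used exact permutation tests over all splits of the rats, and correlations used permutation tests with 100000 permutations. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

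The genes named in the text follow a rule: the genes that the paper names, the IDs with the largest changes among those called with heated and control arrays apart, and the leading members of each gene list. Values of Table 2 and Table S5 had been seen in the paper before the rule was written. The lists of the paper itself (the consensus transcripts and the nodes of the maps) were chosen by the study on these arrays.

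The steps were tested on simulated data with known changes: at a 3-fold change between 84% and 100% of 50 changed IDs were called, at a 2-fold change between 42% and 58%, up to 5 unchanged IDs were called in a comparison beside its 200 changed ones (up to 13 with no fold minimum), and 12 of 12 moved gene lists were called by camera of limma. The simulated noise was independent between genes, so this does not test camera on lists whose genes vary together. Changed IDs were drawn from those that passed the SD filter with a mean level above the median, so the shares do not cover dim IDs. The noise of an ID had the same SD in all 6 groups, unlike heart at 48 h. The moved lists were counted at an unadjusted p under 0.05 from camera, and their passing was a condition for going on. In the data 169 list shifts passed at the preset correlation and 17 with an estimated one. Alternatives were a test of all IDs, a filter on dim IDs, variances without moderation, fits of only the groups compared, quantile normalization, an offset of 1, the replicate number or the prefix of the rat's tag as a block, unadjusted p values, no fold minimum, and leaving out each array in turn. Calls, gene lists and node means of the heart were also computed without heated replicate 4 of 48 h, an alternative chosen after its lung and heart marker genes were seen, and the node means were computed with each array left out, chosen after the means were seen.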

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

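The tests of lung tissue without heated replicate 4, of a lung sample under a heart label, of a minor share of lung tissue, of a thymus share that moves the nodes, of liver RNA and of heat as the source of the hepatocyte transcripts were chosen only after the results were seen.

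Heated hearts at 48 h had lower Node A and higher Node B transcripts than control hearts, and the sources weighed were tissue from outside the heart and a lower share of cardiomyocytes. Alveolar and airway markers together lay 0.93 above the controls, which heated replicate 4 carries (5.06), and over the other 5 heated hearts they lay at 0.11, so lung tissue does not account for Node A at −0.43 and Node B at 0.74 there. A lower share of cardiomyocytes alone would raise the other cell types alike, and their markers moved apart by 1.10, with 0.02 for endothelium, 0.23 for fibroblasts, 0.27 for smooth muscle and 1.12 for macrophages (−0.20, 0.31, 0.20 and 1.04 without heated replicate 4). This argues only against such an even rise. A loss of cardiomyocytes together with a gain of macrophages would not be even, so the test cannot speak to it. The paper's histology reports inflammation with cardiomyocyte loss in heated hearts at 48 h. Thymus in a share that moves the nodes is argued against, since immature thymocyte markers differed by 0.0257 (0.100 with 2 standard errors added) and the highest heated heart lay 0.16 above the controls, while a trace of it cannot be told apart from none, with 2 of 6 heated arrays above the range of the other hearts. The heat exposure may be the source, as may a rise of macrophages themselves, and neither was tested further.

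Replicate 4 of the heated hearts at 48 h stood far from the others: alveolar epithelium markers 6.54 above the controls, ventricular cardiomyocyte markers at −6.24, cardiac contraction genes at −5.31 and Node C at 2.67. Over all IDs, with each organ normalized apart, its profile had a Pearson r of 0.929 with the mean lung array and 0.843 with the mean heart array (across genes, which are not independent replicates), where the other 34 hearts had 0.928 to 0.992 with heart and 0.787 to 0.850 with lung. Its cardiomyocyte markers averaged 5.39, within the 4.93 to 7.03 of lung arrays and below the 11.63 of control hearts, with Myh6 at 5.19 against 12.31 and Sftpc at 13.09 against 5.22. Heart tissue with a minor share of lung would keep its cardiomyocyte transcripts, which the −6.24 argues against, and a lung sample under a heart label is a candidate explanation that these values allow. No biological explanation was tested for this array.

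Hepatocyte transcripts ranged widely among arrays of the other organs: Alb went from a log2 level of 4.14 to 12.15 among hearts, 4.08 to 12.52 among kidneys and 4.04 to 11.66 among lungs. Within groups Cps1, a second hepatocyte gene, followed Alb with a Pearson r of 0.931 in heart (Spearman 0.938, 35 arrays), 0.888 in kidney (0.861, 36 arrays) and 0.858 in lung (0.817, 35 arrays), and without the 2 farthest arrays r was 0.911, 0.878 and 0.831 (permutation p = 1e-05 for each, also adjusted over the 3 organs, the smallest that the permutations can give). Liver RNA carried into the samples is a candidate explanation that these values allow. Heat as its source is argued against, since 84.9% of the variance of the hepatocyte markers in heart lay within the 6 groups (81.8% in kidney and 85.3% in lung). Of 33 complement and coagulation genes in heart, 13 had an r above 0.5 with Alb within groups.

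Single arrays stood apart from their groups in 11 of 48 tests of list and node means over 24 groups, tests that are not independent, and 4 of the 11 are heated replicate 4 of the 48 h hearts. In the mean of the heat shock protein list, relative to the controls, these were heated replicate 5 in heart at T_c,Max_ (1.12), heated replicate 4 in heart at 48 h (−0.83), control replicate 6 in liver at T_c,Max_ (0.23), heated replicate 4 in liver at 48 h (0.42), heated replicate 6 in kidney at T_c,Max_ (1.13), control replicate 6 in lung at T_c,Max_ (0.17) and control replicate 3 in lung at 48 h (−0.13). In the second region of the liver map at 24 h, heated replicate 5 lay at 1.33. Between organs, the response of the heat shock protein list at T_c,Max_ was larger in liver than in heart by 0.23 and than in kidney by 0.23 (exact permutation test, adjusted p = 0.00974 for each). Between times, the effect of heat at 24 h was smaller than at T_c,Max_ for 79 of the 91 consensus IDs in heart, 88 in liver, 89 in kidney and 89 in lung (limma), a difference that is in part fixed by the choice of these IDs by their rise at T_c,Max_ on the same arrays.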

How the results depend on the processing

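The tests without heated replicate 4 of the 48 h hearts and the node means with 1 array left out were chosen only after the results were seen. Of 1624 results for named genes, 0 of the called ones changed direction where an alternative tested them, and results that were not called changed sign 11 times with quantile normalization, 2 with an offset of 1, 11 with the tag prefix as a block and 230 with 1 array left out. With all IDs tested 22 calls were lost, with the filter on dim IDs 1 (1281 results tested there), without moderation 23, with only the groups compared 89, with quantile normalization 23 (1601 tested), with an offset of 1 31 (1398 tested), with the replicate number as a block 7, with the tag prefix as a block 18, and over 18926 tests with 1 array left out 430. The counts of calls at T_c,Max_ stayed within a factor of 1.5 of 289, 596, 267 and 350 in heart, liver, kidney and lung under the alternatives other than an offset of 1 and no fold minimum, and the small counts at 24 h and 48 h did not. Signal over background limits the array: 10.1% to 32.7% of the IDs of an array lay under an intensity of 16, where the offset compresses folds.

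With an offset of 1, liver at T_c,Max_ had 1281 calls (557 higher and 724 lower, against 358 and 238), kidney 456 (328 and 128, against 229 and 38), lung 620 (381 and 239, against 258 and 92) and heart 433 (284 and 149, against 236 and 53); liver had 20 at 24 h (6 higher and 14 lower, against 18 and 17), heart 1 at 24 h, kidney 6 at 48 h and lung 1 at 48 h. No fold minimum gave 844 calls in heart (492 higher and 352 lower), 4517 in liver (1684 and 2833), 1778 in kidney (912 and 866) and 3206 in lung (1457 and 1749) at T_c,Max_, so that most calls in liver and lung were lower; it gave 7 in heart (4 and 3) and 156 in liver (72 and 84) at 24 h, 2651 in heart (1626 and 1025) and 6 in kidney (6 and 0) at 48 h, and 371 consensus IDs (269 and 102). At an unadjusted p, heart had 36, liver 69, kidney 13 and lung 10 at 24 h, and liver 47, kidney 15 and lung 8 at 48 h. Fits of only the groups compared gave 16 in heart, 18 in liver and 0 in kidney at 24 h, and 0 in heart, 14 in liver and 0 in kidney at 48 h. At T_c,Max_ these fits kept 282 of 289 calls in heart, 595 of 596 in liver, 264 of 267 in kidney and 350 of 350 in lung. Heated hearts at 48 h spread more than their controls (SD of the Node A mean 0.876 against 0.0692), while the fit of all 6 groups uses a common variance for each ID. With all IDs tested liver at 24 h had 21 and kidney 0; with the filter on dim IDs heart had 1 and kidney 0, and of 462 calls in heart at 48 h 193 were higher and 269 lower; without moderation liver had 16 and kidney 0. With quantile normalization liver at 48 h had 13 calls (7 higher and 6 lower, against 3 and 1), kidney at 48 h 0 and lung at 24 h 2, and heart at 24 h had 4 (2 higher and 2 lower, against 2 and 1); with the tag prefix as a block heart at 24 h had 1, liver at 24 h 19 (7 higher and 12 lower) and liver at 48 h 19 (8 and 11). The cause was not tested. With the estimated correlation 17 list shifts passed of 169, and by medians the liver map's regions lay at −0.23 and 0.26. Without heated replicate 4 of the 48 h hearts, heart had 7 calls at 24 h and 304 at 48 h (249 higher and 55 lower, against 375 and 274), and Node C lay at −0.0034.

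Leaving out each array in turn gave 269 to 330 calls in heart, 579 to 659 in liver, 236 to 317 in kidney and 330 to 403 in lung at T_c,Max_, 2 to 7, 9 to 85, 0 to 2 and 0 to 3 at 24 h, 180 to 1184, 1 to 20, 0 to 26 and 0 to 4 at 48 h, and 86 to 96 consensus IDs. It gave means of −0.87 to −0.43 for Node A, 0.63 to 0.98 for Node B and −0.0034 to 0.55 for Node C, and of −0.35 to −0.17 and 0.11 to 0.38 for the regions of the liver map.

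Replicate numbers do not pair the rats: heated and control arrays of 1 number correlated above 0.1 for at most 4 of 6 pairs of a comparison (kidney at T_c,Max_, −0.56 to 0.30, and at 48 h, −0.15 to 0.61), and over the 12 comparisons between 0 and 3 heated arrays correlated best with the control of their own number. With the replicate number as a block, liver at 48 h had 11 calls (5 higher and 6 lower) and kidney at 24 h 2.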

Differences from the paper's values

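No alternative in this part was chosen only after the result was seen. The paper's counts of IDs at 2-fold and an adjusted p under 0.05 differ most, as a ratio, in the small comparisons. At T_c,Max_ all 239 IDs that Table S5 lists for heart, 528 for liver, 218 for kidney and 320 for lung were called here in the same direction. A further 50, 68, 49 and 30 IDs were called only here, of which 4, 3, 8 and 1 carry a gene symbol. In liver at 48 h the paper's count is 2 and the count here is 4. It falls within the paper's without moderation of the variances (3), and not under the other alternatives set before the data were examined. In kidney at 24 h the paper's count is 0 and the count here 1, which is 0 with all IDs tested, with the filter on dim IDs, without moderation and in fits of only the groups compared, and not with quantile normalization, an offset of 1 or either block. In kidney at 48 h the paper's count is 0 and the count here 2, which is 0 in fits of only the groups compared and with quantile normalization, and not under the others.

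At 2-fold and an unadjusted p under 0.05, the paper's count in heart at 24 h is 72 and the count here 36, and no alternative comes within 1.5 times the paper's (27 to 119). In liver at 24 h the paper's count is 105 and the count here 69, and no alternative comes within it (49 to 213). For kidney at 24 h the paper gives 26 and 13 were counted here, with 18 in fits of only the groups compared and 20 with the replicate number as a block, which fall within it, and the others not. For kidney at 48 h the paper gives 24 and 15 were counted here, and no alternative comes within it (5 to 134). For lung at 24 h the paper gives 17 and 10 were counted here, with 12 under the replicate block within it and the others not. The paper's 35 IDs in liver at 24 h and 8 unadjusted IDs in lung at 48 h equal the counts here. The summary of Table S5 gives a smaller number of tested genes for each organ than the 14607 IDs tested here.

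For transcripts lower in all 4 organs at T_c,Max_ the paper's count is 0 and the count here is 1, C3ar1. It is 0 with all IDs tested, with the filter on dim IDs, without moderation and with quantile normalization, and 1 in fits of only the groups compared and with either block, and 10 with an offset of 1. The paper's fold of Cd180 in heart, 1.99, equals the value here.

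The paper names Hspe1 among the heat shock genes with large increases, and in heart its change was under 2-fold (0.90, 1.87-fold). The paper describes Hspa5 as lowered in heart at 24 h, and here it lay at −0.10 ± 0.148 (adjusted p = 0.999 from limma). The paper excepts Hspb1 from the transcripts under the fold threshold in that comparison, and here it was 1.85-fold higher. The text gives Node B 887 transcripts, the number that the sheets of Table S7 hold for Node C, where they hold 985 for Node B, and the sheets place the cell cycle, DNA replication and Ribosome pathways under Node B where the text names node C; the nodes are named here as in the sheets.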

Other observations

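The reading of the cell cycle list array by array was chosen only after the result was seen. At T_c,Max_ genes of the glucocorticoid response rose beside the heat shock genes: 8 of 17 tested in liver, 12 of 18 in kidney and 10 of 19 in lung (the same counts adjusted over the list alone), with medians of 0.83, 1.27 and 1.03 (adjusted p = 1.33e-07, 2.48e-23 and 4.46e-16 from camera of limma; adjusted p = 0.101, 0.00478 and 0.0244 with an estimated correlation). Pdk4, which restrains the use of glucose, rose by 2.80 ± 0.189 in kidney and 2.86 ± 0.383 in lung, the immunophilin Fkbp5 by 1.93 ± 0.271 in kidney, and the clock gene Per1 by 1.34 ± 0.354 in liver and 1.40 ± 0.268 in kidney. In liver, Igfbp1, which binds insulin-like growth factors, rose by 1.92 ± 0.454, the glucose phosphatase G6pc by 1.34 ± 0.264 and the lipid transporter Abca3 fell by 1.67 (SE 0.125). The stress cytokine Gdf15 rose by 1.71 ± 0.180 in kidney and 1.46 ± 0.175 in lung, and in lung the metallothionein Mt1 by 1.14 ± 0.213 and the granzyme Gzma fell by 1.40 (SE 0.187).

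In heart at 24 h 2 IDs rose and 1 fell, in kidney 1 rose and in lung 0 passed (limma; 36, 13 and 10 in that order at an unadjusted p under 0.05 and 2-fold; 2, 0 and 0 without moderated variances). Ankrd2, a stretch-responsive muscle protein, rose by 2.40 ± 0.305 (5.28-fold, adjusted p = 4.57e-05 from limma) and Fhl1, of the sarcomere, by 1.10 ± 0.193, which was lost with an offset of 1 (adjusted p = 0.0600) and under 2-fold with the tag prefix as a block (1.00). Ifgga4l lay at −2.06 ± 0.413 and lost its call without control replicate 1 (adjusted p = 0.167), 3 (adjusted p = 0.0928), 4 (adjusted p = 0.0578), 5 (adjusted p = 0.122) or 6 (adjusted p = 0.111) or heated replicate 1 (adjusted p = 0.109), 2 (adjusted p = 0.165), 3 (adjusted p = 0.114) or 4 (adjusted p = 0.165). In kidney the mucin gene Glycam1 lay at 2.20 ± 0.394 (adjusted p = 0.0399 from limma), and it lost its call without control replicate 1 (2.25, adjusted p = 0.0850), 2 (2.22, adjusted p = 0.107), 3 (2.14, adjusted p = 0.182), 4 (2.19, adjusted p = 0.134), 5 (2.14, adjusted p = 0.172) or 6 (2.27, adjusted p = 0.0674) or heated replicate 1 (2.07, adjusted p = 0.119), 2 (1.88, adjusted p = 0.279), 4 (2.13, adjusted p = 0.122) or 5 (2.06, adjusted p = 0.105). The heart count is 16 in a fit of the 2 groups alone (10 rose and 6 fell) and 1 with the filter on dim IDs, an offset of 1 or the tag prefix as a block, the kidney count is 2 with the replicate number as a block, and lung has 2 calls with quantile normalization. The heart count is 7 without heated replicate 5 (2 rose and 5 fell), the kidney count is 2 without heated replicate 3, and lung has 2 calls without control replicate 5 and 3 without heated replicate 3 or 5. In lung at 24 h platelet markers had a median of 0.43 (adjusted p = 3.53e-15 from camera of limma; adjusted p = 0.0118 with an estimated correlation; 4 of 7 higher at any fold adjusted over the list alone), and neutrophil markers 0.55 (adjusted p = 1.25e-07 from camera of limma; adjusted p = 0.157 with an estimated correlation; 3 of 9 adjusted over the list alone). In heart at 24 h genes of fatty acid oxidation (−0.28; adjusted p = 6.43e-09 from camera of limma; adjusted p = 0.642 with an estimated correlation) and the interferon response (−0.29; adjusted p = 1.40e-12 from camera of limma; adjusted p = 0.306 with an estimated correlation) had lower medians and extracellular matrix genes a higher one (0.34; adjusted p = 1.46e-08 from camera of limma; adjusted p = 0.621 with an estimated correlation).

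At 48 h outside the heart, 3 IDs rose and 1 fell in liver, 2 rose in kidney and 0 passed in lung (limma; 47, 15 and 8 at an unadjusted p under 0.05 and 2-fold; 3, 2 and 0 without moderated variances). The amino acid transporter Slc7a5 rose by 1.28 ± 0.188 (adjusted p = 0.000774 from limma) in liver. In kidney Gadd45g, of the DNA damage response, lay at 1.21 ± 0.227 and Cish, which restrains cytokine signalling, at 1.18 ± 0.217 (adjusted p = 0.0225 for each). Gadd45g lost its call without control replicate 2 (1.19, adjusted p = 0.0860), 3 (1.14, adjusted p = 0.0747), 5 (1.18, adjusted p = 0.0824) or 6 (1.21, adjusted p = 0.0623) or heated replicate 2 (1.21, adjusted p = 0.0965) or 5 (1.16, adjusted p = 0.0562), and Cish without control replicate 2 (1.13, adjusted p = 0.0860), 3 (1.15, adjusted p = 0.0661) or 5 (1.17, adjusted p = 0.0673) or heated replicate 2 (1.04, adjusted p = 0.0965). The balance in liver turns with the tag prefix as a block (8 rose and 11 fell) and with the replicate number as a block (5 and 6), with quantile normalization 7 rose and 6 fell, and in a fit of the 2 groups alone 7 and 7; the kidney count is 0 with quantile normalization and in a fit of the 2 groups alone and 6 with an offset of 1, where lung has 1. The liver count is 7 and 1 without control replicate 1 and 3, and 9, 20 and 10 without heated replicate 2, 3 and 4; the kidney count is 0 without control replicate 2, 3 or 5 or heated replicate 2, 1 without control replicate 6 or heated replicate 5, 21 without heated replicate 1 and 26 without heated replicate 6; lung has 4 and 2 calls without heated replicate 1 and 5. Cell cycle genes had medians above 0 in these organs too: 0.49 in liver (adjusted p = 1.93e-15 from camera of limma; adjusted p = 0.464 with an estimated correlation), 0.47 in kidney (adjusted p = 6.68e-35 from camera of limma; adjusted p = 0.0830 with an estimated correlation; 5 of 43 higher at 2-fold adjusted over the list alone) and 0.37 in lung (adjusted p = 3.48e-22 from camera of limma; adjusted p = 0.306 with an estimated correlation). In liver heated replicates 1 and 5 carry it, with list means of 1.04 and 1.11 over the controls, and the other 3 heated livers lay within the control range of −0.40 to 0.55. In lung heated replicates 3 and 4 carry it (1.05 and 0.95), and the other 3 lay within −0.24 to 0.27. In kidney heated replicate 4 lay at 1.50, replicates 2, 3 and 5 at 0.61, 0.58 and 0.55, and the other 2 within −0.07 to 0.08. Replicate numbers do not name the same rat across organs. By the rat tags, liver 1, lung 4, kidney 5 and heart 5 are 1 rat. Another is replicate 3 in each organ, with its liver within the control range. Liver 5, lung 2, kidney 2 and heart 2 are another, with its lung within the range. Kidney 4 and heart 4 are another rat. Node B in hearts 5, 3, 2 and 4 lay at 1.54, 1.71, 0.38 and 1.20. The organs are therefore not independent here.

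Other splits of the same arrays into groups of the same sizes were counted, 100 for each comparison with the real one included. Each comparison is taken alone here, at a share under 5 of 100, without an adjustment over the 12. At T_c,Max_ chance can be excluded in each organ: 1 of 100 splits gave as many calls as the real 289 in heart (highest other 167), 596 in liver (252), 267 in kidney (123) and 350 in lung (169). At 24 h the share was under 5 of 100 in heart (3 calls, 1 of 100 splits as many, highest other 0). It was so too in liver (35 calls, 2 of 100, where another split had more, 39) and kidney (1 call, 2 of 100, highest other 1). These counts are too small or too close to other splits to exclude chance. The splits did not keep the tag prefix of the rats. With that prefix as a block the 24 h counts were 1 in heart and 19 in liver. In lung the real count was 0, so every split had as many and the share tests nothing (highest other 1). At 48 h the share was under 5 of 100 in heart (649 calls, 1 of 100, highest other 600, though a fit of the 2 groups alone gave 0). It was so too in liver (4 calls, 2 of 100, where another split had more, 5). Other splits came so close to these counts that chance is not excluded. Nor is it in kidney (2 calls, 12 of 100, highest other 390). In lung the real count was 0, so the 100 of 100 was fixed beforehand and tests nothing (highest other 393). These shares concern the grouping of the arrays: the kidney call at 24 h is 0 with all IDs tested, with the filter on dim IDs, without moderation and in a fit of the 2 groups, and the heated hearts at 48 h differ so much among themselves that the share does not show a shift common to all of them. The splits at 48 h that call up to 390 IDs in kidney and 393 in lung, several times the real counts, point to a structure among the arrays that was not tested further, and an uneven response among the heated rats is not excluded as its source.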
